# Identification of novel genes involved in DNA damage response by screening a genome-wide *Schizosaccharomyces pombe* deletion library

**DOI:** 10.1186/1471-2164-13-662

**Published:** 2012-11-23

**Authors:** Xian Pan, Bingkun Lei, Nan Zhou, Biwei Feng, Wei Yao, Xin Zhao, Yao Yu, Hong Lu

## Abstract

**Background:**

DNA damage response (DDR) plays pivotal roles in maintaining genome integrity and stability. An effective DDR requires the involvement of hundreds of genes that compose a complicated network. Because DDR is highly conserved in evolution, studies in lower eukaryotes can provide valuable information to elucidate the mechanism in higher organisms. Fission yeast (*Schizosaccharomyces pombe*) has emerged as an excellent model for DDR research in recent years. To identify novel genes involved in DDR, we screened a genome-wide *S*. *pombe* haploid deletion library against six different DNA damage reagents. The library covered 90.5% of the nonessential genes of *S. pombe*.

**Results:**

We have identified 52 genes that were actively involved in DDR. Among the 52 genes, 20 genes were linked to DDR for the first time. Flow cytometry analysis of the repair defective mutants revealed that most of them exhibited a defect in cell cycle progression, and some caused genome instability. Microarray analysis and genetic complementation assays were carried out to characterize 6 of the novel DDR genes in more detail. Data suggested that *SPBC2A9.02* and *SPAC27D7.08c* were required for efficient DNA replication initiation because they interacted genetically with DNA replication initiation proteins Abp1 and Abp2. In addition, deletion of *sgf73*^+^, *meu29*^+^, *sec65*^+^ or *pab1*^+^ caused improper cytokinesis and DNA re-replication, which contributed to the diploidization in the mutants.

**Conclusions:**

A genome-wide screen of genes involved in DDR emphasized the key role of cell cycle control in the DDR network. Characterization of novel genes identified in the screen helps to elucidate the mechanism of the DDR network and provides valuable clues for understanding genome stability in higher eukaryotes.

## Background

Genomes are under constant threat of damage from exogenous factors and endogenous processes that result in DNA lesions. Correspondingly, cells have evolved elaborate DNA damage response (DDR) mechanisms to maintain genome integrity and stability [1]. DDR integrates the DNA-repair process with the cell cycle regulation, chromatin dynamics and programmed cell death, requiring delicate coordination of hundreds of genes [2]. Because DNA damage underlies the onset of cancer, aging, immune deficiencies, and other degenerative diseases, urgent needs of public health have made DDR a major target of study for decades [3].

DDR is highly conserved during evolution. Essential components of the DDR network, including ATM/ATR pathway, non-homologous ends joining (NHEJ) and homologous recombination (HR) repair, share homologues among almost all the eukaryotes [4]. Therefore, studies of the DDR in lower eukaryotes can provide valuable information to elucidate the mechanism in higher organisms. Because of their experimental amenabilities, budding yeast (*Saccharomyces cerevisiae*) and fission yeast (*Schizosaccharomyces pombe*) have become excellent models for DDR research [5,6]. Fission yeast separated from budding yeast about 1,000 million years ago during evolution. *S. pombe* contains about 150 metazoan-homologous genes which can’t be found in *S. cerevisiae*, and a similar number is seen when this comparison is made for *S. cerevisiae*. This emphasizes the advantage of using both yeasts for basic studies [7]. With the completion of the *Saccharomyces* Genome Deletion Project in 1999, genome-wide screens using a deletion library have become an effective way to identify novel genes involved in DDR [8]. Using such systematic screens, scientists have discovered 40 genes required for repairing DNA lesions caused by MMS [9], 31 genes involved in DDR to UV [10], and 107 new loci that influence sensitivity to γ radiation [11]. A haploid deletion library of *S. pombe* was created by Korea Research Institute of Biotechnology and Bioscience and supplied by Bioneer Corporation (http://pombe.bioneer.co.kr/). This commercial library facilitates the genome-wide screen in fission yeast. By using this library, colleagues identified 229 genes relevant to DDR, among which 23 genes were previously uncharacterized [12]. Following, an upgraded library was applied to investigate the global fitness of deletions after different kinds of DNA damage by barcode sequencing [13]. Both studies made impressive progress to gain a better understanding of DDR. However, the deletion libraries applied in these studies only covered around 70% of non-essential *S. pombe* genes. In this sense, screening a deletion library with a higher coverage of genes seemed worthwhile in order to build a more comprehensive DDR network.

In this study, we screened a *S. pombe* haploid deletion library, containing 3,235 deletions, against six different DNA damage reagents. The library represented approximately 90.5% of non-essential genes in the genome. 52 genes were identified to be closely related with DDR, 20 of which were reported for the first time. We characterized six novel DDR genes by flow cytometry and microarray analysis. Data suggest these genes might function in DNA replication and cytokinesis, providing a basis for further characterization of their roles in DDR.

## Results

### Genome-wide screen of DNA damage sensitive mutants

Six chemical reagents that can cause different kinds of DNA damage were chosen for the screen. Hydroxyurea (HU) inhibits ribonucleotide reductase, depletes nucleotides pool and thus leads to an S-phase arrest [14]. Bleomycin (BLM), a mimetic of gamma irradiation, causes double-strand breaks [15]. Methyl methanesulfonate (MMS), an alkylating agent, primarily methylates DNA on N^7^-deoxyguanine and N^3^-deoxyadenine, leading to DNA synthesis defects [9]. Camptothecin (CPT) locks topoisomerase I covalently onto the DNA and thus causes strand breaks during S phase [16]. Ultraviolent radiation (UV) results in an abnormal covalent bond between adjacent pyrimidine bases [17]. Thiabendazole (TBZ) depolymerizes the microtubule and was used to check the integrity of the spindle checkpoint [18]. Before the screen was performed, the growth of WT cells with different concentrations of DNA damaging agents were monitored. The highest concentration that did not affect the growth of WT cells was chosen for large scale screen. By using this concentration, it was easier to compare the growth with WT cells and to pick the sensitive mutants.

The screen was carried out in three rounds. First, 3,235 deletions were exposed to each DNA damage reagent in 96-well microtiter plates. 630 mutants showing sensitivities to at least one reagent were picked to create a sub-library. In the second round, mutants from the sub-library were grown in test-tubes to repeat the sensitivity assays, and 322 sensitive deletions were obtained (Additional file 1: Table S1). In the last round of the screen, 322 deletions were subjected to spot assays to quantify the sensitivities. We found that deletion of 52 genes caused viability to decrease by 25 fold or more upon treatment of at least one reagent, suggesting those genes play important roles in DDR (Table 1 and Additional file 1: Figure S1).

**Table 1:** List of genes whose deletions exhibited strong sensitivities to DNA damage reagents

**Systematic ID**	**Gene name**	**Description of the gene products**	**DNA damaging agents**	**Flow cytometry phenotype**^**a**^	**Reference**^**b**^
SPAC17A5.07c	*ulp2*^+^	SUMO deconjugating cysteine peptidase	HU, BLM, MMS, TBZ, UV	1C	[19]
SPAC1952.07	*rad1*^+^	checkpoint clamp complex protein	HU, BLM, MMS, CPT, UV	1C	[12,13,20]
SPAC23C11.15	*pst2*^+^	Clr6 histone deacetylase complex subunit	HU, BLM, MMS, TBZ, UV	2C	[21]
SPAC3C7.03c	*rhp55*^+^	RecA family ATPase	HU, BLM, MMS, TBZ, UV	2C	[12,22]
SPBC1D7.04	*mlo3*^+^	RNA annealing factor	HU, BLM, MMS, CPT, UV	W4C	[13]
SPAC1952.05	*gcn5*^+^	SAGA complex histone acetyltransferase catalytic subunit	HU, MMS, CPT, TBZ	2C	[12,13,23]
SPAC227.07c	*pab1*^+^	protein phosphatase regulatory subunit	HU, MMS, TBZ, UV	S4C	[12,13,24]
SPAC4D7.10c	*spt20*^+^	histone acetyltransferase SAGA complex subunit	HU, CPT, TBZ, UV	S4C	[23]
SPAC6G9.10c	*sen1*^+^	ATP-dependent 5' to 3' DNA/RNA helicase	HU, BLM, TBZ, UV	2C	[25]
SPBC146.13c	*myo1*^+^	myosin type I	HU, BLM, TBZ, UV	2C	[12,26]
SPBC2F12.11c	*rep2*^+^	transcriptional activator	HU, BLM, MMS, UV	1C	[13,27]
SPBC3D6.04c	*mad1*^+^	mitotic spindle checkpoint protein	HU, BLM, TBZ, UV	NC^c^	[13,28]
SPBC342.05	*crb2*^+^	DNA repair protein RAD9 homolog	HU, BLM, MMS, UV	NC	[12,13,29]
SPBC409.15		rRNA processing protein	HU, MMS, TBZ, UV	S4C	[13]
SPCC1393.05	*ers1*^+^	RNA-silencing factor	HU, BLM, TBZ, UV	2C	[13]
SPCC306.04c	*set1*^+^	histone lysine methyltransferase	HU, BLM, MMS, TBZ	2C	[13,30]
SPCC417.02	*dad5*^+^	DASH complex subunit	HU, BLM, TBZ, UV	NC	[12,13,31]
SPAC16E8.09	*scd1*^+^	Rho guanine nucleotide exchange factor	HU, BLM, TBZ	2C	[32]
SPAC4H3.05	*srs2*^+^	ATP-dependent DNA helicase	BLM, MMS, UV	1C	[12,33]
SPAC6F6.01	*cch1*^+^	calcium channel	HU, MMS, UV	2C	[12,13]
SPAC664.07c	*rad9*^+^	checkpoint clamp complex protein	HU, BLM, MMS	NC	[12,13,20]
SPBC11B10.10c	*pht1*^+^	histone H2A variant	BLM, MMS, UV	NC	[34]
SPBC13G1.08c	*ash2*^+^	Ash2-trithorax family protein, Set1 complex component	HU, BLM, TBZ	2C	[12,30]
SPBC428.08c	*clr4*^+^	histone H3 methyltransferase	HU, MMS ,TBZ	1C	[12,13,35]
SPBC660.11	*tcg1*^+^	single-stranded telomeric binding protein	HU, BLM, TBZ	2C	[13]
SPBC800.05c	*atb2*^+^	tubulin alpha 2	HU, BLM, TBZ	W4C	[13,36]
SPCC126.04c	*sgf73*^+^	histone acetyltransferase SAGA complex subunit	HU, MMS, TBZ	W4C	[12,23]
SPCC126.15c	*sec65*^+^	signal recognition particle subunit	BLM, TBZ, UV	S4C	[12,13]
SPCC162.12	*tco89*^+^	TORC1 subunit	HU, BLM, UV	NC	[37]
SPAC2F7.08c	*snf5*^+^	chromatin remodeling complex subunit	HU, MMS	1C	[38]
SPAC664.01c	*swi6*^+^	chromodomain protein	HU, TBZ	NC	[12,13,35]
SPAC19A8.11c		recombination protein	BLM	NC	[13]
SPAC3F10.02c	*trk1*^+^	potassium ion transporter	HU, BLM, CPT, TBZ, UV	2C	This study
SPAC1486.04c	*alm1*^+^	medial ring protein	HU, BLM, MMS, UV	NC	This study
SPAC17G6.06^d^	*rps2401*^+^	40S ribosomal protein	HU, BLM, MMS, UV	2C	This study
SPBC2A9.02^e^		NAD dependent epimerase/dehydratase family protein	HU, BLM, MMS, UV	1C	This study
SPCC63.02c	*aah3*^+^	alpha-amylase homolog	HU, BLM, TBZ, UV	W4C	This study
SPAC14C4.05c^d^	*mug61*^+^	LEM domain protein, Sad1 interacting factor	HU, BLM, UV	2C	This study
SPAC1556.06^f^	*meu1*^+^	meiotic expression up-regulated protein	HU, BLM, UV	NC	This study
SPAC22E12.11c	*set3*^+^	histone lysine methyltransferase	BLM, MMS, UV	W4C	This study
SPAC25H1.05^f^	*meu29*^+^	meiotic expression up-regulated protein 29 precursor	HU, BLM, TBZ	W4C	This study
SPAC27D7.05c	*apc14*^+^	anaphase-promoting complex subunit	HU, TBZ, UV	NC	This study
SPAC3G6.01	*hrp3*^+^	ATP-dependent DNA helicase	BLM, TBZ, UV	2C	This study
SPBP8B7.13	*vac7*^+^	Vac7 ortholog	HU, MMS, TBZ	W4C	This study
SPCC830.06^d^		calcineurin regulatory subunit	HU, BLM, TBZ	W4C	This study
SPAC27D7.08c^e^		DUF890 family protein	HU, BLM	1C	This study
SPAC3F10.17^d^		ribosome biogenesis protein	HU, BLM	2C	This study
SPBC29A10.02	*mug12*^+^	meiotic RNA-binding protein	HU, BLM	NC	This study
SPBC31E1.02c	*pmr1*^+^	P-type ATPase, calcium transporting	HU, UV	NC	This study
SPBC577.13^d^	*syj2*^+^	inositol polyphosphate phosphatase	HU, TBZ	NC	This study
SPCC1494.03	*arz1*^+^	Zfs1 target number 1	MMS, UV	1C	This study
SPBC20F10.10^d^	*psl1*^+^	cyclin pho85 family	MMS	NC	This study

^a^ See text for detailed descriptions of flow cytometry phenotypes.

^b^ Reference that reported involvement of gene in DDR.

^c^ NC, no change.

^d^ role inferred from homology.

^e^ conserved hypothetical.

^f^ sequence orphan.

Among these 52 genes, 24 genes (46%) were identified in previous large-scale screens [12,13], and 32 genes (62%) in total have been reported to be related with DDR, which validates the accuracy of our screen (Table 1). For example, genes directly involved in sensing and repairing DNA damage were identified. Proteins encoded by these genes include: Rad1 and Rad9, two subunits of a checkpoint complex (9-1-1) [20]; Crb2, Rep2 and Ulp2, proteins required for cell cycle control [19,27,29]; Rhp55, Sen1 and Srs2, proteins involved in DNA double strand break (DSB) and single strand break (SSB) repair [22,25,33]. As expected, deletions of these genes were sensitive to a broad range of DNA damage reagents (Table 1). Genes involved in spindle assembly and cytokinesis were also obtained, including *dad5*^+^, *atb2*^+^, *mad1*^+^, *pab1*^+^, *myo1*^+^ and *scd1*^+^[24,26,28,31,32,36]. As expected, deletions of these genes exhibited sensitivity to TBZ, a microtubule depolymerizing agent (Table 1). Chromatin controls the accessibility of the DNA repair machinery, and thus it was not surprised to identify genes related to the dynamics of chromatin structure. Such proteins included Set1 and Ash2, subunits of a histone H3K4 methyltransferase complex [30]; Clr4 and Swi6, subunits of an H3K9 methyltransferase [35]; Gcn5, Sgf73 and Spt20, subunits of the SAGA histone acetylase complex [23]; Pst2, a component of Clr6 deacetylase complex [21]; Snf5, a subunit of the Swi/Snf remodeling complex [38]; Pht1, a histone H2A variant [34]. These results stress the importance of histone modification and chromatin remodeling in DDR. *SPBC409.15*, *sec65*^+^, *tcg1*^+^, *cch1*^+^ and *SPAC19A8.11c* were identified previously during other genome-wide screens [12,13]. Identification by our screen confirmed the relevance of these genes to DDR. However, several known DDR genes identified in the previous large scale screens, including *ctp1*^+^, *rhp51*^+^, *rad32*^+^, *rad26*^+^, *pnk1*^+^, *rad3*^+^, *hus1*^+^, *rad17*^+^, *rad24*^+^, *rhp57*^+^[12,13], were not screened out in this study. This might be caused by different screen strategy, different choice of DNA damaging agents and their working concentrations. Besides, the commercial library we used contained errors. We checked the mutants of several known DDR genes and found *rhp51*Δ, *rad26*Δ, *rad3*Δ were wrong. Therefore, the quality of the library also affected the results of our screen.

On the other hand, another 20 genes were found to be linked with DDR for the first time in this study, and the identities of corresponding mutants have been double checked. Among 20 genes, 10 genes have been already identified to function in different biological processes, including biosynthesis, RNA processing, stress response, transport and chromatin modification. Notably, deletion of *trk1*^+^, a gene encoding the potassium ion transporter, caused strong sensitivity to almost all the DNA damage reagents used in our assay [39]. There was no assigned function for the remaining 10 genes; they were classified as “sequence orphan”, “conserved hypothetical” or “role inferred from homolog”. Our data provided novel functional annotations for these unknown genes. Interestingly, deletion of *psl1*^+^ and *SPAC19A8.11c* caused sensitivity to only one reagent, suggesting these genes are required for repairing a specific DNA lesion.

Among these 20 novel DDR genes, 11 genes have homologues in *S. cerevisiae*. Notably, deletion of 5 homologous genes are sensitive to DNA damage reagents in *S. cerevisiae* (Table 2), which reflects the functional conservation of these DDR genes in fungi [40-44].

**Table 2:** List of homologues of novel DDR genes in *S. cerevisiae*

**Systematic ID in *S. pombe***	**Gene name in *S. pombe***	**Systematic ID in *S. cerevisiae***	**Gene name in *S. cerevisiae***	DNA damaging agents*	**Reference**
SPAC3F10.02c	*trk1*^+^	YJL129C	*TRK1*	-	
SPAC1486.04c	*alm1*^+^	YKR095W	*MLP1*	BLM, MMS, UV	[40-42]
SPAC17G6.06	*rps2401*^+^	YER074W	*RPS24A*	HU	[43]
SPBC2A9.02		YLL056C		-	
SPAC22E12.11c	*set3*^+^	YPL181W	*CTI6*	-	
SPAC3G6.01	*hrp3*^+^	YER164W	*CHD1*	HU	[43]
SPCC830.06		YKL190W	*CNB1*	-	
SPAC3F10.17		YKL143W	*LTV1*	-	
SPBC31E1.02c	*pmr1*^+^	YGL167C	*PMR1*	HU, TBZ	[43,44]
SPBC577.13	*syj2*^+^	YOR109W	*INP53*	BLM	[43]
SPBC20F10.10	*psl1*^+^	YIL050W	*PCL7*	-	

* Listed are the DNA damage reagents that deletion of *S. cerevisiae* genes are sensitive to.

### Cell cycle analysis of DNA damage sensitive mutants

*S. pombe* genome is extensively annotated using terms from the Gene Ontology Consortium (http://www.geneontology.org), with 98.3% of its genes having at least one GO (Gene Ontology) annotation [45]. The GO term classification of 52 genes was carried out with a significance level smaller than 0.05 (Additional file 1: Table S2), and representative GO terms were shown in Figure 1. This analysis revealed that the 52 genes were significantly enriched in cell cycle and chromatin related processes. As the most over-represented GO term, “cell cycle” was annotated to 36.5% of genes (19/52). Cell cycle control is one of the essential components of the DDR network [46,47]. After DNA damage, the cell cycle is delayed by checkpoint to provide an opportunity for repair. To monitor the cell cycle change in the deletions upon DNA damage, the DNA content of 52 mutants was analyzed by flow cytometry (Additional file 1: Table S3 and Figures S2-S5).

**Figure 1:**
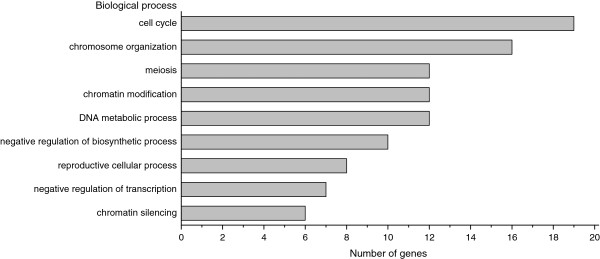
**Representative GO terms of 52 genes.** GO terms shown in the chart are: cell cycle (GO:0007049), chromosome organization (GO:0051276), meiosis (GO:0007126), chromatin modification (GO:0016568), DNA metabolic process (GO:0006259), negative regulation of biosynthetic process (GO:0009890), reproductive cellular process (GO:0048610), negative regulation of transcription (GO:0016481) and chromatin silencing (GO:0006342). Complete list of GO terms is shown in Additional file 1: Table S2.

As expected, 37 deletions exhibited abnormal cell cycle profiles after DNA damage. No change was observed for the remaining 15 mutants, probably due to insufficient time for treatment. Based on flow cytometry phenotypes without reagent treatment, the 37 mutants could be divided into four groups which were designated as “2C”, “1C”, “W4C” and “S4C”, respectively (Table 1). Representative cytometry data of each group are shown in Figure 2A. “2C” stands for 2C DNA content. Members of this group, 16 deletions in total, exhibited DNA content peaks at 2C without reagent treatment, the same as WT cells. However, peaks moved towards 1C upon DNA damage caused by HU or MMS, suggesting that these deletions can cause replication arrest in response to damage (Additional file 1: Figure S2). The concentration of HU was the critical concentration that did not cause replication arrest of WT cells (Figure 2A). In the “1C” group, including 9 members, DNA content peaks moved towards 1C without treatment (Additional file 1: Figure S3). This result suggested that these deletions might have a defect in DNA replication [48,49]. Eight mutants in the “W4C” group and 4 mutants in the “S4C” group exhibited peaks of 4C DNA content (Additional file 1: Figure S4-S5) where “W” stands for “Weak”, as the 4C content was less than 35% and “S” represents “Strong”, because the 4C content was above 80%. Cytometry phenotypes suggested members of both groups had undergone diploidization, and the situation was much more severe in the “S4C” group. Genome duplication could be caused by DNA re-replication, a chromosome segregation defect, or improper cytokinesis [50]. Possible reasons for diploidization in the deletions will be discussed in the following section. Quantifications of the 1C, 2C and 4C DNA contents in 37 mutants are listed in Additional file 1: Table S3.

**Figure 2:**
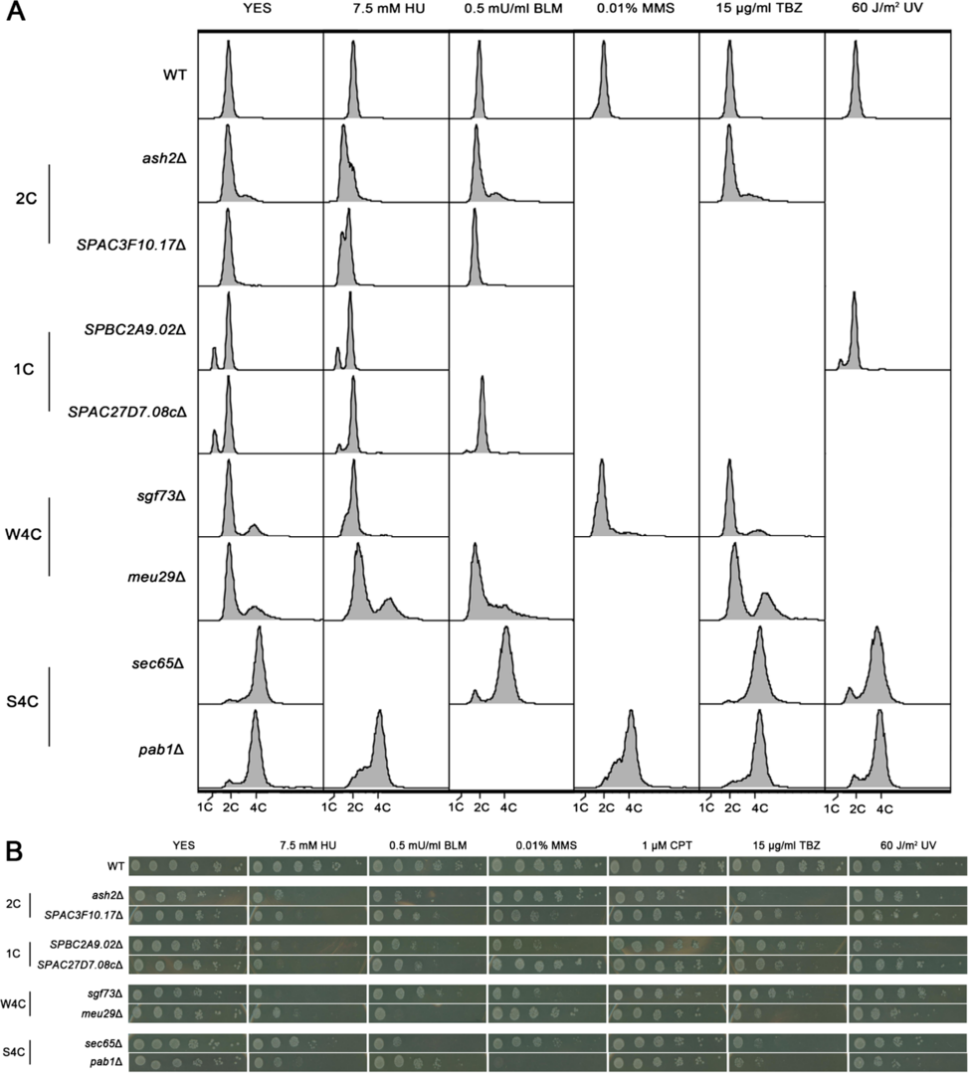
**Flow cytometry analysis and spot assays of eight representative mutants.** (**A**) Flow cytometry analysis of eight mutants. Cells were grown to the logarithmic phase and treated with a DNA damage reagent for 2 h. For UV sensitivity assay, cells were exposed to 60 J/m^2^ radiation and then grown for 2 h. After treatment cells were harvested and subjected to cytometry analysis. (**B**) Sensitivity to different DNA damage reagents was quantified by spot assays. Exponentially growing cells, WT or deletions, were harvested and 5-fold serial dilutions were spotted on plates supplemented with DNA damage reagents. The plates were photographed after 3~4 days of incubation at 32°C.

### Gene expression profiling of mutants

We selected 2 typical mutants from each cytometry phenotype group for further characterization (Figure 2A). All deletions showed strong sensitivity to at least two different DNA damage reagents (Figure 2B). *SPAC3F10.17*, *SPBC2A9.02*, *SPAC27D7.08c* and *meu29*^+^ were uncharacterized DDR genes. *ash2*^+^, *sgf73*^+^, *sec65*^+^ and *pab1*^+^ were identified during a previous global screen, but their detailed roles in DDR had not been identified yet [12,13]. 

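Total RNA of untreated cells in exponential growth (OD600 of 0.5 to 1.0) was hybridised to 9 Affymetrix Yeast Genome 2.0 arrays, 1 for each of the 8 deletions and 1 for WT. In *ash2*Δ, the transcript of *ash2*+, which encodes a Set1 complex component, was at background, at least 23.0 times lower than in WT. The transcript of *sgf73*+, which encodes a SAGA complex subunit, was 33.8 times lower in *sgf73*Δ, and that of *meu29*+ was 12.6 times lower in *meu29*Δ. The transcript of *pab1*+, which encodes a protein phosphatase regulatory subunit, stood at 0.609 of its WT level in the array labelled *pab1*Δ, beside 0.793 to 1.0799 in the other 7 deletions. That of *sec65*+, which encodes a signal recognition particle subunit, stood at 0.679 in the array labelled *sec65*Δ, beside 0.884 to 1.35 in the other 7. The loss of these 2 transcripts could therefore not be shown, and both arrays are named by their labels throughout. A reporter control probe set, whose target is not named in the sources used here, was at background in WT and far above it in all 8 deletions, these 2 included. The RT-qPCR of *eng1*+, *cdc18*+ and *cdt1*+ (Figure 5B and C) gives both deletions levels above WT, the same side as these arrays. These genes lay above WT in all 8 deletion arrays, so that this side cannot tell whether the 2 arrays are of their labelled deletions. For *cdt1*+, the arrays labelled *sec65*Δ and *pab1*Δ gave 3.50 and 3.33, and the RT-qPCR, read by eye, about 1.9 and 1.6.

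**Figure D1:**
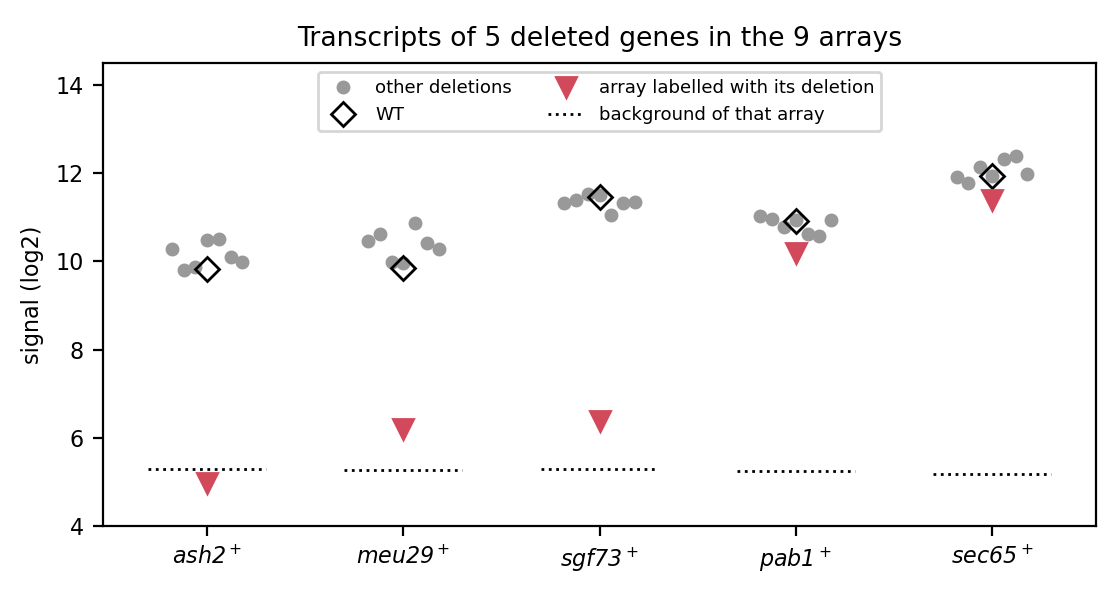
Signal on the log2 scale (vertical axis) of 5 deleted genes in the 9 arrays. Triangles stand for the array labelled with the gene's deletion, circles for the other 7 deletions, diamonds for WT and dotted lines for the background of the labelled array. *ash2*+, *meu29*+ and *sgf73*+ sit near background in their own arrays, and *pab1*+ and *sec65*+ sit just below the other arrays.

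Classes were taken from the cytometry of the paper. *SPAC3F10.17*Δ and *ash2*Δ belong to class 2C, *SPAC27D7.08c*Δ and *SPBC2A9.02*Δ to class 1C, *meu29*Δ and *sgf73*Δ to class W4C, and *pab1*Δ and *sec65*Δ to class S4C. The transcripts of *SPAC3F10.17*, *SPAC27D7.08c* and *SPBC2A9.02* were not analysed here, since no probe set was named for them. The deposited values were log2 signals, already brought to nearly equal distributions by a normalization that is not given in the sources used here. Background was the 95th percentile of 2593 *S. cerevisiae* probe sets on each array, a signal of 36.2 to 40.2, and lower signals were raised to it before a ratio to WT was taken. Between 2855 and 2872 of 2899 named *S. pombe* genes lay above it. With 1 array per genotype there is no replicate check of any value below, no p-value was computed for a gene, and the number of arrays limits the precision. Every ratio has the same WT array as its reference, and the labels describe that strain as diploid, whereas the paper's deletion library is haploid. The paper's cytometry puts its WT at 97% 2C and 3% 4C, the same as *SPAC3F10.17*Δ. Whether the WT array used that strain is not given in the sources used here.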

For a better understanding of the gene function, we performed a DNA microarray assay to analyze the gene expression profiles of these eight deletions [51]. 

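*fet4*+, which encodes an iron transporter, was at least 2-fold lower than WT in all 8 deletions, at ratios of 0.0849 to 0.480. *lsd90*+, *mug108*+, *pyp2*+, a MAP kinase phosphatase gene, and *fio1*+, an iron oxidase gene, were lower in 7. *cdt1*+ and *cdc22*+, which act in replication licensing and deoxyribonucleotide synthesis, and *mfm2*+, an M-factor pheromone gene, were higher in 7. *inv1*+, the invertase gene, was at 0.0242 of its WT level in *sgf73*Δ and 0.0662 in *meu29*Δ, and *eno102*+, an enolase gene, was at 0.0305 in *SPAC3F10.17*Δ and 0.0357 in *meu29*Δ. Genes with a ratio to WT of at least 2 or at most 0.5 numbered 172 in *sgf73*Δ (78 higher and 94 lower), 129 in *meu29*Δ (46 higher and 83 lower) and 96 in *SPAC3F10.17*Δ (36 higher and 60 lower). There were 67 in *SPAC27D7.08c*Δ (55 higher and 12 lower), 65 in *SPBC2A9.02*Δ (43 higher and 22 lower) and 64 in *ash2*Δ (21 higher and 43 lower). The smallest counts were 39 in the array labelled *pab1*Δ (20 higher and 19 lower) and 39 in the array labelled *sec65*Δ (19 higher and 20 lower). Over the 8 deletions 322 genes changed, of which 177 did so in 1 deletion alone and 24 rose in one deletion and fell in another. With unnamed probe sets of either yeast included, a choice made after these counts had been seen, the counts were 2.18 to 2.95 times these per deletion, up to 377 in *sgf73*Δ, and 714 in all. With the median of the other 7 deletions as the reference in place of WT, they were 6 to 109, and the log2 ratio of *fet4*+ turned positive in *SPAC3F10.17*Δ, *ash2*Δ, *SPAC27D7.08c*Δ and the array labelled *sec65*Δ, at 0.13 to 1.03. Under this reference, each of the 7 genes named above as changed in 7 deletions had the opposite sign in 3 of these, for example *fio1*+ at 1.22 in *SPAC27D7.08c*Δ and *mfm2*+ at -0.79 in *ash2*Δ. The number of these sign changes is fixed by construction. Of 8 values each set against the median of the other 7, as many lie above as below. For single genes, here and below, such changes are therefore no test of the WT array.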

Transcription levels of hundreds of genes changed by 2-fold or more in the mutants. Notably, differentially regulated genes were enriched in the process related to DNA replication and cytokinesis. 

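Relative to WT, the median of cell separation genes lay above the middle 95% of random lists in all 8 deletions and that of genes of the G1/S wave in 7, though with the other 7 deletions as the reference these medians were negative in 5 and 3 deletions. A list that moves alike in all 8 deletions loses its shift against the other 7 deletions by construction. Such losses, here and below, are therefore no test of a shift that the deletions share. Medians of contractile ring and septation initiation genes lay near WT. Of 18 G1/S genes, most of them targets of the transcription factor MBF, 15 had a named probe set, and their median log2 ratio was 0.20 to 0.91 over the 8 deletions. It lay at or above the 97.6th percentile of 10000 random lists of matched signal in 7 deletions, and at the 95.5th in *meu29*Δ. With all probe sets of a gene averaged, it was inside the middle 95% in *SPAC27D7.08c*Δ as well. Its member *cdc22*+, encoding the large subunit of ribonucleotide reductase, had ratios of 1.62 to 3.35. Of 8 cell separation genes, 5 had a named probe set, with a median of 0.41 in *SPAC27D7.08c*Δ to 1.57 in the array labelled *pab1*Δ and percentiles of 99.7 or more. Among 57 DNA replication genes the median was -0.0020 to 0.32. Up to 4 members were at least 2-fold higher and up to 2 at least 2-fold lower in a deletion. In all deletions but *SPAC27D7.08c*Δ, more members were 2-fold higher than on average in the random lists, for example 4 beside 1.06 in *meu29*Δ. *SPAC27D7.08c*Δ had 0 beside 0.96. Members 2-fold lower numbered 2 in both 1C deletions, beside 0.20 and 0.44, and did not clearly exceed the random mean elsewhere. The median lay above the middle 95% in 6 deletions, and in none of these with the other 7 deletions as the reference. The 19 mitosis genes had medians of 0.016 to 0.34, highest in *ash2*Δ, with up to 2 members 2-fold higher and none 2-fold lower, and lay above the middle 95% in 4 deletions, of which *SPAC27D7.08c*Δ and the array labelled *pab1*Δ did not with the other 7 deletions as the reference. For 28 contractile ring and septum genes, medians ran from -0.044 to 0.091, and 1 member passed 2-fold, in *sgf73*Δ; they lay above the middle 95% in *ash2*Δ and the array labelled *sec65*Δ, though in neither after quantile normalization. In the septation initiation network, 14 genes had medians of -0.16 to 0.12 and none passed 2-fold, and the median in *meu29*Δ lay below the middle 95%. Medians of 37 DNA damage checkpoint and repair genes were -0.076 to 0.15.

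**Figure D2:**
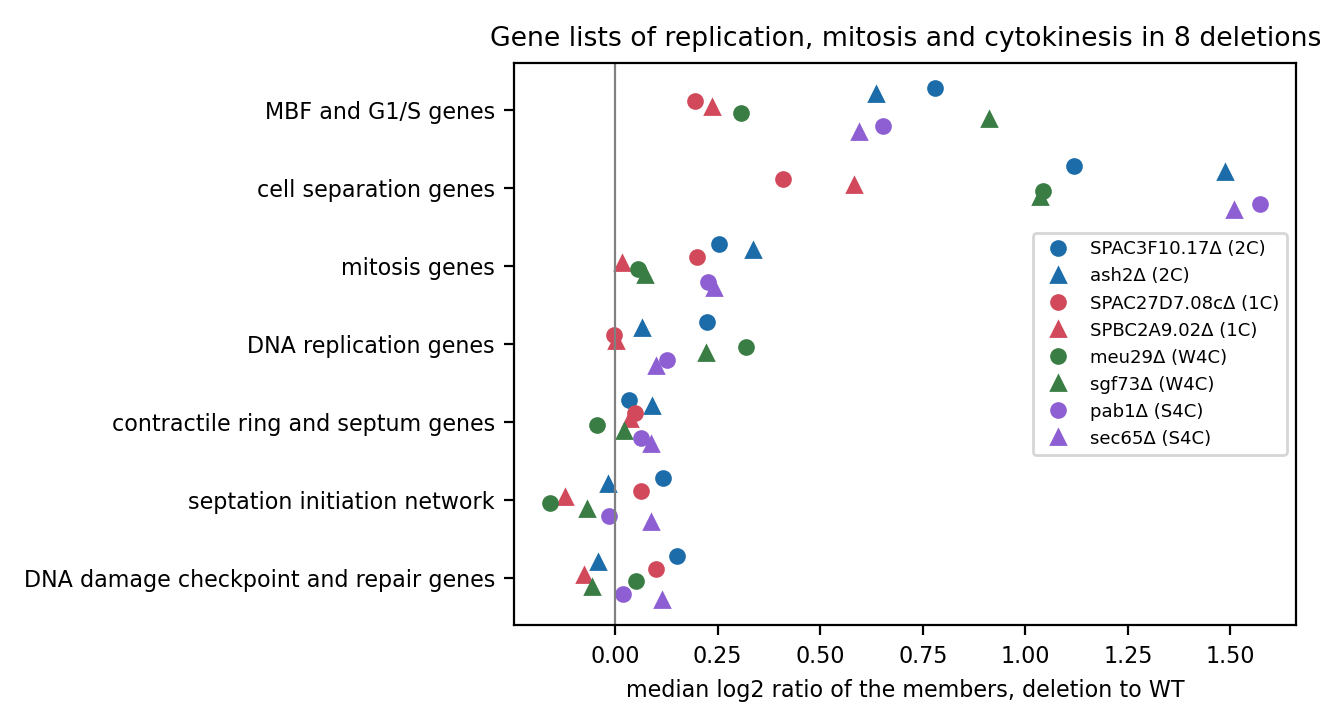
Median log2 ratio to WT (horizontal axis) of the members of 7 gene lists (vertical axis) in the 8 deletions, 1 point per array, coloured by cytometry class; the points of *pab1*Δ and *sec65*Δ are the arrays with these labels. The cell separation list lies at 0.41 or above in every array, and the contractile ring list between -0.044 and 0.091.

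The genes of Table 3 were chosen by the study on these arrays, so that their medians are no independent evidence of a direction. Their medians were 0.21 to 1.10 for 14 replication genes and 0.32 to 1.44 for 3 of 5 cytokinesis genes. The lists above are not independent of Table 3 either, whose values had been seen before the lists were fixed. The G1/S list holds *cdc18*+, *cdt1*+, *cdt2*+, *cdc22*+ and *mik1*+, and the cell separation list holds *eng1*+. Every member past 2-fold in the DNA replication, mitosis and contractile ring lists is a gene of Table 3. With the other 7 deletions as the reference, the G1/S median was -0.34 in *SPAC27D7.08c*Δ, -0.24 in *meu29*Δ and -0.18 in *SPBC2A9.02*Δ, and at 0.028 in *SPAC3F10.17*Δ and 0.22 in *sgf73*Δ it was no longer above the middle 95%. The cell separation median was then negative in these 5 deletions, at -0.86 to -0.042.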

Representative genes are listed in Table 3. 

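Of the 19 genes of Table 3, 17 had a named probe set, and the rest were not analysed here. Their 136 ratios to WT held 45 of 2 or more, 7 of 0.5 or less and 84 between. *cdt2*+, whose product targets Cdt1 for degradation, had ratios of 1.17 to 3.26, and *slp1*+, an activator of the anaphase-promoting complex, of 1.22 to 3.56. Each of them was at least 2-fold higher in 5 deletions. *ark1*+, the aurora-B kinase gene, reached 2-fold in the W4C pair only, at 2.72 in *sgf73*Δ and 2.25 in *meu29*Δ, and so did *rad2*+, the FEN-1 endonuclease gene, at 2.09 and 2.55. *cdm1*+, a DNA polymerase delta subunit gene, was at 3.11 in the array labelled *pab1*Δ, 2.76 in the array labelled *sec65*Δ and 2.18 in *SPAC3F10.17*Δ. *sap1*+ passed 2-fold in *sgf73*Δ alone, at 2.32, and *brl2*+ and *ssb3*+ in *ash2*Δ alone, at 2.63 and 2.09. The signal of *mik1*+, a mitotic inhibitor kinase gene, was at background in WT, so that its ratios are lower bounds, at least 2.49 in *sgf73*Δ and at least 2.31 in *SPAC3F10.17*Δ. Whether such single differences exceed the variation between cultures was not tested. With the other 7 deletions as the reference, the log2 ratio of *cdt2*+ in the array labelled *sec65*Δ was -0.22 and that of *slp1*+ in *SPAC3F10.17*Δ -0.016.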

Analysis of microarray data by hierarchical clustering clustered 8 mutants into 4 groups (Figure 3). 

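In the tree, *SPAC27D7.08c*Δ and *SPBC2A9.02*Δ joined first, at a correlation of 0.783. The arrays labelled *pab1*Δ and *sec65*Δ joined next, at 0.593, then *meu29*Δ and *sgf73*Δ, at 0.313. *ash2*Δ joined the pair of arrays labelled *pab1*Δ and *sec65*Δ, at 0.274, and *SPAC3F10.17*Δ joined these 3, at 0.0801. Thus 3 of the 4 cytometry pairs were joined directly, and the 2C pair was not. The tree was built on the 322 genes changed at least 2-fold in 1 deletion or more, from log2 ratios centred on the median of the 8 deletions for each gene, with uncentred correlation and centroid linkage as in the paper's methods. These correlations run across genes, which are not independent replicates. Without the arrays labelled *sec65*Δ and *pab1*Δ, a choice made after the tree had been seen, *SPAC3F10.17*Δ and *ash2*Δ joined directly and the W4C pair did not. The W4C pair was also not joined with ratios left uncentred or with genes taken at 3-fold.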

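Genes changed in both deletions of a class in the same direction were most numerous in the W4C pair, with 28 higher and 40 lower in *meu29*Δ and *sgf73*Δ. The 1C pair shared 33 higher and 8 lower genes, the arrays labelled *pab1*Δ and *sec65*Δ 15 and 16, and the 2C pair 12 and 21. Independent lists of these sizes would share 0.0922 to 2.72 genes. Pairs of deletions from different classes also shared 3 to 22 higher and 2 to 33 lower genes. *SPAC3F10.17*Δ and *sgf73*Δ shared 13 and 33, more than the 2C pair, but from longer lists. Independent lists would share 0.954 and 1.97 genes there, and 0.251 and 0.901 in the 2C pair. *ash2*Δ and the array labelled *pab1*Δ shared 13 and 14, beside 0.147 and 0.285 for independent lists, so that such sharing was not particular to the 2C class. With the median of the other 6 deletions as the reference in place of the common WT array, the shared genes were 9 and 23 for W4C, 45 and 6 for 1C, 5 and 13 for the arrays labelled *pab1*Δ and *sec65*Δ, and 5 and 19 for 2C. The mean correlation of the 4 cytometry pairs over the changed genes was 0.454. It was the highest of all ways of making 4 pairs of 8 deletions, the next being 0.3502 (exact permutation test, one-sided, p = 0.00952, the smallest that this number of deletions allows). Over all measured genes, the log2 ratios to WT correlated at 0.522 to 0.892 within classes and 0.0331 to 0.685 between them, with covariances of 0.0813 to 0.198 and 0.00504 to 0.133. The common WT array alone gave simulated unchanged arrays a correlation of 0.499, a covariance of 0.0103 and 0 shared genes. That simulation gave each array equal noise, with an SD of 0.102 log2 units taken from the 2 closest arrays, and these values follow from that setting. It held no deviation of the WT array in culture, ploidy or hybridisation. How far such a deviation accounts for the shared genes is therefore left open. The correlation within the 2C pair, 0.125 over the changed genes, ranked 9 of 28. From the match of the clusters with the cytometry classes, the paper proposes that both genes of a class might act in the same pathway.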

Notably, clustering perfectly matched the classification based on the flow cytometry phenotypes. It suggested that both genes from each group might function in the same pathway to regulate DDR and cell cycle progression.

**Table 3:** Differentially regulated genes in eight deletions

**Systematic ID**	**Gene name**	**Description of gene products**	**2C**		**1C**		**W4C**		**S4C**		**Gene ontology**
			***ash2*Δ**	***SPAC3F10.17*Δ**	***SPBC2A9.02*Δ**	***SPAC27D7.08c*Δ**	***sgf73*Δ**	***meu29*Δ**	***sec65*Δ**	***pab1*Δ**	
SPAC14C4.09	*agn1*^+^	glucan endo-1,3-alpha-glucosidase	2.7	2.0	2.4	1.9	2.6	1.9	2.9	3.1	cell septum edging catabolic process
SPAC6G10.12c	*ace2*^+^	transcription factor	4.1	3.8	1.3	1.4	2.4	1.6	3.9	3.4	cytokinetic cell separation
SPAC821.09	*eng1*^+^	endo-1,3-beta-glucanase	5.7	4.1	1.5	1.1	3.1	4.2	6.3	5.9	primary cell septum disassembly
SPBC83.18c	*fic1*^+^	C2 domain protein	1.8	1.6	1.3	1.3	2.3	1.9	1.3	1.3	cell cycle cytokinesis
SPCC320.13c	*ark1*^+^	aurora-B kinase	1.4	1.4	1.2	1.5	2.7	2.3	1.5	1.3	cell cycle cytokinesis
SPAC17H9.19c	*cdt2*^+^	WD repeat protein	2.6	1.4	3.3	1.6	2.5	1.2	2.2	3.0	DNA replication checkpoint
SPAC1F7.05	*cdc22*^+^	ribonucleoside reductase large subunit	2.7	2.3	2.1	1.6	3.3	2.3	2.5	2.8	regulation of DNA-dependent DNA replication
SPAC27E2.10c	*rfc3*^+^	DNA replication factor C complex subunit	1.7	1.2	1.1	1.1	1.6	2.1	1.3	1.3	DNA-dependent DNA replication
SPAC3G6.06c	*rad2*^+^	FEN-1 endonuclease	0.98	1.8	1.6	1.6	2.1	2.5	1.7	1.7	DNA replication, removal of RNA primer
SPAC821.08c	*slp1*^+^	sleepy homolog	2.6	2.2	1.2	1.2	3.6	2.0	2.5	2.2	DNA replication checkpoint
SPBC1105.04c	*abp1*^+^	CENP-B homolog	0.64	0.69	0.43	0.40	0.41	0.46	0.57	0.52	DNA-dependent DNA replication initiation
SPBC12D12.02c	*cdm1*^+^	DNA polymerase delta subunit	1.9	2.2	1.5	1.9	1.9	1.3	2.8	3.1	DNA strand elongation involved in DNA replication
SPBC14C8.07c	*cdc18*^+^	MCM loader	1.9	1.4	1.4	1.0	2.3	1.2	2.0	1.9	DNA replication checkpoint
SPBC1861.02	*abp2*^+^	ARS binding protein	1.5	1.2	0.28	0.50	0.31	0.70	0.91	0.80	DNA-dependent DNA replication initiation
SPBC428.18	*cdt1*^+^	replication licensing factor	3.0	2.8	2.3	1.7	2.2	2.2	3.5	3.3	DNA replication checkpoint
SPBC660.14	*mik1*^+^	mitotic inhibitor kinase	2.5	3.2	1.5	1.5	3.4	1.7	2.3	2.4	DNA replication checkpoint
SPCC1672.02c	*sap1*^+^	switch-activating protein	1.2	0.75	1.6	1.0	2.3	1.2	1.4	1.4	replication fork arrest at rDNA repeats
SPCC23B6.05c	*ssb3*^+^	DNA replication factor A subunit	2.1	1.8	1.1	1.6	1.3	1.4	1.2	1.3	DNA-dependent DNA replication
SPCC970.10c	*brl2*^+^	ubiquitin-protein ligase E3	2.6	1.3	1.1	0.89	1.1	1.2	1.1	1.1	DNA replication-independent nucleosome assembly

Differentially regulated genes in the deletions comparing to WT were analyzed using an Affymetrix microarray. Genes relevant to DNA replication and cytokinesis are listed. The number represents the ratio of mRNA level in the deletion relative to that in WT.

**Figure 3:**
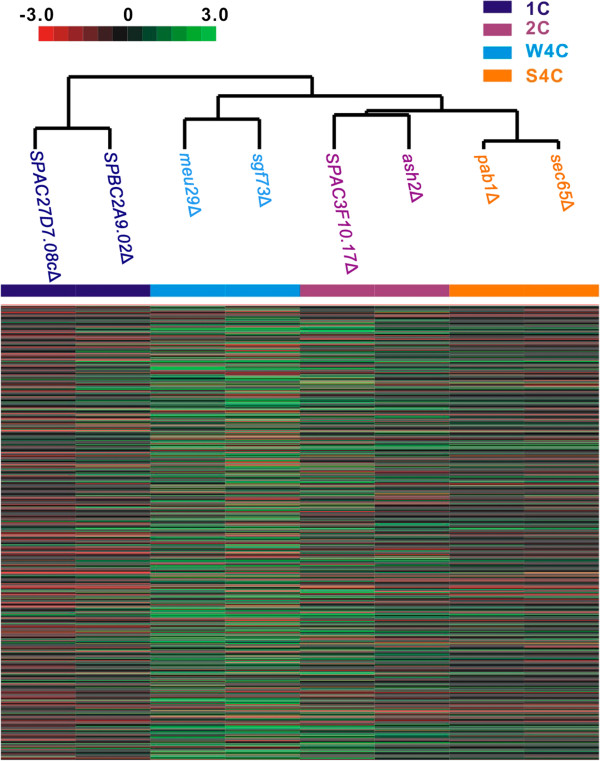
**Clustering analysis of eight mutants.** Hierarchical clustering matrix of eight mutants with microarray data for *S pombe* gene transcription. Color panel indicates relative increase (red) and decrease (green) to the median (black) of eight mutants for each transcript.

### *abp1*^+^ and *abp2*^+^ function downstream of *SPBC2A9.02* and *SPAC27D7.08c* to initiate DNA replication

As members of the “1C” group, *SPBC2A9.02*Δ or *SPAC27D7.08c*Δ exhibited a discrete 1C DNA peak, suggesting G1 arrest and a defect in replication initiation [52]. Consistently, both mutants displayed a growth defect on EMM plates (Figure 4B). Both microarray and real-time PCR analysis revealed that the expression levels of *abp1*^+^ and *abp2*^+^ were simultaneously down-regulated by more than 2-fold in both deletions (Table 3 and Figure 4A). 

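*abp1*+ (SPBC1105.04c, now named *cbp1*+), which encodes a CENP-B homolog, was at 0.397 of its WT level in *SPAC27D7.08c*Δ and 0.428 in *SPBC2A9.02*Δ. *abp2*+ (SPBC1861.02), which encodes an ARS binding protein, was at 0.499 and 0.277. Lower values were not limited to the 1C class. *abp1*+ was at 0.410 in *sgf73*Δ and 0.461 in *meu29*Δ, and *abp2*+ was at 0.309 in *sgf73*Δ and 0.703 in *meu29*Δ. In the other 4 arrays *abp1*+ was at 0.518 to 0.690 and *abp2*+ at 0.802 to 1.49. With the other 7 deletions as the reference, the log2 ratio of *abp1*+ was -0.38 in *SPAC27D7.08c*Δ and -0.27 in *SPBC2A9.02*Δ, and that of *abp2*+ -0.68 and -1.53. From the lower expression of both genes, the paper raises the possibility that it contributed to the replication defects of these deletions.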

Abp1 and Abp2 are ARS (autonomously replicating sequence) binding proteins and are required for initiation of DNA replication [53,54]. It is possible that down-regulation of *abp1*^+^ and *abp2*^+^ contributed to the replication defects observed in *SPBC2A9.02*Δ and *SPAC27D7.08c*Δ. To check this possibility, we overexpressed *abp1*^+^ and *abp2*^+^ in the deletions. Without DNA damage, the growth defects of *SPBC2A9.02*Δ and *SPAC27D7.08c*Δ were partially rescued by overexpression of *abp1*^+^ and *abp2*^+^ (Figure 4B). The improvement was more obvious in the case of *SPAC27D7.08c*Δ, and was relatively mild, nevertheless, observable in the case of *SPBC2A9.02*Δ. In face of DNA damage, overexpressing either *abp1*^+^ and *abp2*^+^ could significantly improve the growth of *SPBC2A9.02*Δ and *SPAC27D7.08c*Δ (Figure 4B). Correspondingly, G1-arrest in *SPAC27D7.08c*Δ could also be reproducibly relieved by overexpression of both *abp1*^+^ and *abp2*^+^ (Figure 4C). The data suggested that *abp1*^+^ and *abp2*^+^ function downstream of *SPBC2A9.02* and *SPAC27D7.08c* to ensure the proper initiation of DNA replication under normal circumstances or after DNA damage.

**Figure 4:**
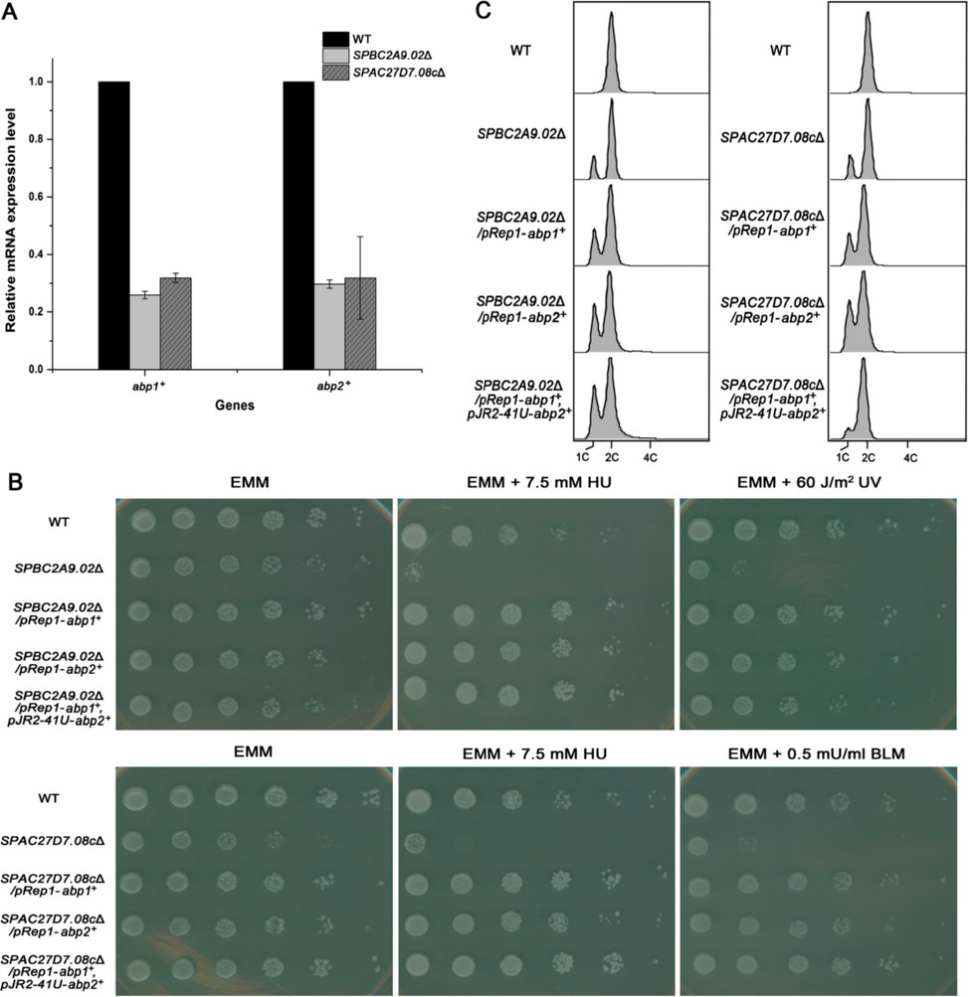
***abp1*^**+ **^and *abp2*^**+ **^function downstream of *SPBC2A9.02 *and *SPAC27D7.08c *to initiate DNA replication.** (**A**) Reduced expression levels of *abp1*^+^ and *abp2*^+^ in *SPBC2A9.02*Δ and *SPAC27D7.08c*Δ. The mRNA levels were quantified by real time PCR and those of *act1*^+^ served as an internal control (n=3). The relative level in WT was designated as arbitrary unit 1. (**B**) Overexpression of *abp1*^+^ and *abp2*^+^ partially rescued the growth defect of *SPBC2A9.02*Δ and *SPAC27D7.08c*Δ. *pREP1-abp1*^+^ or *pREP1-abp2*^+^ were transformed into each deletion separately. *pREP1-abp1*^+^ and *pJR2-41U-abp2*^+^ were co-transformed into *SPBC2A9.02*Δ or *SPAC27D7.08c*Δ. Transformants were harvested and 5-fold serial dilutions were spotted on plates supplemented with DNA damage reagents. Plates were photographed after 3 days of incubation at 32°C. (**C**) Overexpression of *abp1*^+^ or *abp2*^+^ partially relieved the G1-arrest in *SPBC2A9.02*Δ and *SPAC27D7.08c*Δ. Transformants described in Figure 4B were grown to logarithmic phase and harvested for flow cytometry analysis. Reproducible results were obtained in three independent experiments.

### Members of “W4C” and “S4C” groups exhibited defects in cytokinesis and replication

Deletions from the “W4C” and “S4C” groups exhibited discrete peaks of 4C DNA content, suggesting the mutants underwent diploidization. Diploidization in *S. pombe* is commonly caused by a defect in cytokinesis. Correspondingly, microscopic analysis revealed abnormal morphological changes in these mutants (Figure 5A). WT cells were rod-shaped and contained a single nucleus, or double nuclei separated by a sharp septum. In contrast, mutant cells exhibited elongated cell length (*sgf73*Δ, *sec65*Δ and *pab1*Δ), multiple nuclei (*sgf73*Δ), thick septum (*meu29*Δ) or multiple septa (*pab1*Δ), resembling typical defects in cytokinesis [55]. As expected, all 4 deletions displayed strong sensitivity to TBZ, a microtubule depolymerizing agent [56]. Microarray and real-time PCR analysis showed that the expressions of several cytokinesis related genes were up-regulated in the mutants, including those of *ace2*^+^, *agn1*^+^ and *eng1*^+^ (Table 3 and Figure 5B). 

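*eng1*+ (SPAC821.09), the endo-1,3-beta-glucanase gene, was at 6.25 times its WT level in the array labelled *sec65*Δ and 5.94 in the array labelled *pab1*Δ. It was at 4.25 in *meu29*Δ and 3.054 in *sgf73*Δ. The 2C deletions had *eng1*+ ratios of the same order, 5.69 in *ash2*Δ and 4.13 in *SPAC3F10.17*Δ, and the 1C deletions had the lowest, 1.50 in *SPBC2A9.02*Δ and 1.13 in *SPAC27D7.08c*Δ. The S4C values come from the 2 arrays in which the loss of the deleted gene could not be shown. Against the median of the other 7 deletions, the log2 ratio of *eng1*+ was 0.60 in the array labelled *sec65*Δ, 0.53 in the array labelled *pab1*Δ, 0.042 in *meu29*Δ and -0.48 in *sgf73*Δ.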

Ace2 is a transcription factor that controls the expression of genes required for cell separation, while *eng1*^+^ and *agn1*^+^ are both targets of Ace2. Eng1, a β-glucanase, degrades the primary division septum between the new ends of daughter cells. Agn1, an α-glucanase, hydrolyses the old cell wall surrounding the septum and leads to full separation of daughter cells [57,58]. 

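Beside *eng1*+, 4 further genes of cell separation were measured in *sgf73*Δ, *meu29*Δ and the arrays labelled *sec65*Δ and *pab1*Δ. *adg1*+ and *adg2*+ were at least 2-fold higher than WT in all 4, at 2.05 to 3.48 and 2.42 to 3.67. *adg3*+ had ratios of 1.14 to 1.92, lowest in *sgf73*Δ, and *mid2*+, which acts on the septin ring, of 1.52 to 1.93. The list of 5 genes held 3 members past 2-fold in each of the 4, as it did in both 2C deletions, where random lists held a mean of 0.0360 to 0.0910. With the other 7 deletions as the reference, *adg1*+ had log2 ratios of -0.42 in *meu29*Δ and -0.43 in *sgf73*Δ, *adg2*+ -0.21 in *meu29*Δ, *adg3*+ -0.69 in *sgf73*Δ and -0.34 in *meu29*Δ, and *mid2*+ -0.017 in *meu29*Δ.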

The data suggest that deletion of *sgf73*^+^, *meu29*^+^, *sec65*^+^ or *pab1*^+^ delays proper progression of cytokinesis, while a ruptured cell wall constitutively generates a signal to activate the Ace2 pathway and up-regulate target genes [58].

**Figure 5:**
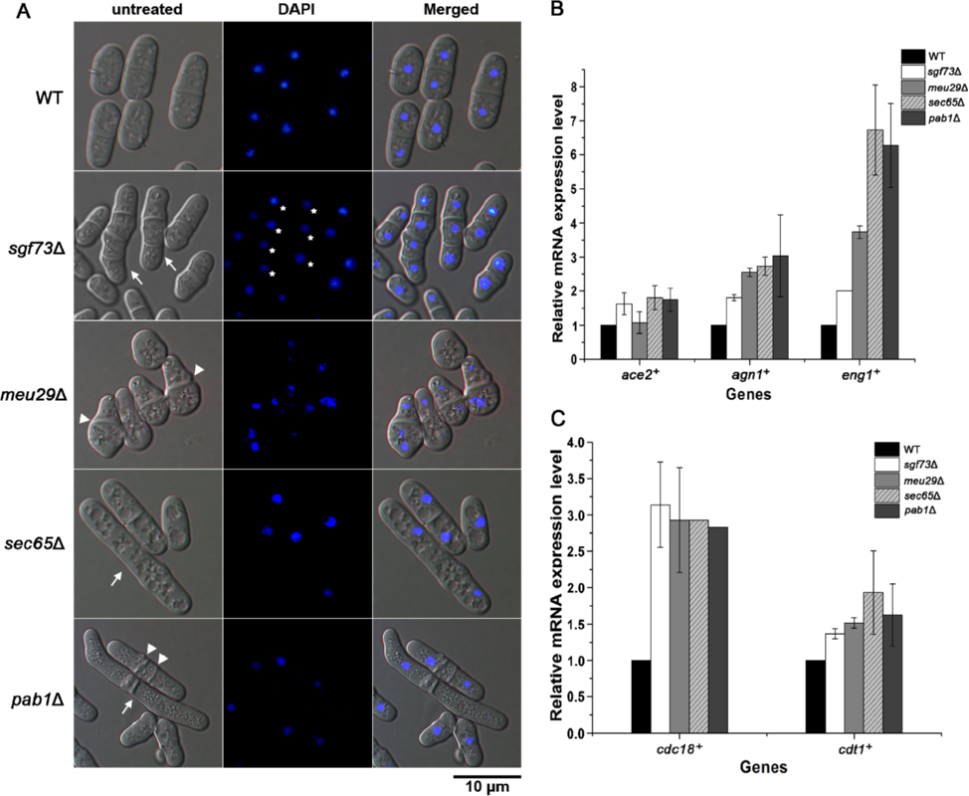
***sgf73*^**+**^, *meu29*^**+**^, *sec65*^**+ **^and *pab1*^**+ **^function in cytokinesis and DNA replication.** (**A**) Microscopic analysis of deletions. Cells were stained with DAPI to visualize the nuclei. Cells exhibiting elongated cell length are indicated by arrows, multiple nuclei by asterisk, and abnormal septum by arrow heads. The bar represents 10 μm. (**B**) Increased expression levels of *ace2*^+^, *agn1*^+^ and *eng1*^+^ in the deletions. The mRNA levels were quantified by real time PCR and those of *act1*^+^ served as internal controls (n=3). The relative level in WT was designated as arbitrary unit 1. (**C**) Increased expression levels of *cdc18*^+^ and *cdt1*^+^ in deletions. Real time PCR was performed as described in Figure 5B (n=3).

On the other hand, diploidization could also result from DNA re-replication during one cell cycle. Consistent with this idea, expression levels of *cdc18*^+^ and *cdt1*^+^ were up-regulated in all 4 mutants (Table 3 and Figure 5C). 

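*cdt1*+ (SPBC428.18), the replication licensing factor gene, was at 3.50 times its WT level in the array labelled *sec65*Δ, 3.33 in the array labelled *pab1*Δ, 2.23 in *meu29*Δ and 2.22 in *sgf73*Δ. *cdc18*+ (SPBC14C8.07c), the MCM loader gene, reached 2-fold in *sgf73*Δ only, at 2.32. It was at 1.97 in the array labelled *sec65*Δ, 1.88 in the array labelled *pab1*Δ and 1.24 in *meu29*Δ. For *cdc18*+ in *meu29*Δ, the RT-qPCR of Figure 5C, read by eye, gives a higher level of about 2.9. In the 2C and 1C deletions, *cdt1*+ was at 1.71 to 3.00 and *cdc18*+ at 1.03 to 1.89, so that higher *cdt1*+ was not limited to the 4 deletions. With the other 7 deletions as the reference, the log2 ratio of *cdt1*+ was 0.61 in the array labelled *sec65*Δ and 0.54 in the array labelled *pab1*Δ, but -0.35 in *meu29*Δ and -0.36 in *sgf73*Δ. That of *cdc18*+ was 0.70 in *sgf73*Δ and -0.61 in *meu29*Δ. Because overexpression of both genes causes re-replication, the paper proposes that their up-regulation might contribute to the diploidization.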

Presence of Cdc18 and Cdt1 at pre-RCs (pre-replicative complexes) is important for efficient DNA replication initiation, and inactivation of these proteins after initiation is crucial to ensure only one round of DNA replication in each cell cycle. Overexpression of *cdc18*^+^ and *cdt1*^+^ in fission yeast causes replication origins to re-fire, and drive re-replication of DNA sequences genome-wide [59,60]. Therefore, up-regulation of *cdc18*^+^ and *cdt1*^+^ in *sgf73*Δ, *meu29*Δ, *sec65*Δ and *pab1*Δ might lead to DNA re-replication, and that contributes to the observed diploidization. Meanwhile, disturbed replication initiation probably compromises DDR during early S phase. Correspondingly, all the members in “W4C” and “S4C” groups showed strong sensitivities to HU.

## Discussion

In this study, six reagents were applied in the screen and they can cause different kinds of DNA damage. The screen revealed six genes whose deletions displayed strong sensitivities to five reagents, including *rad1*^+^, *rhp55*^+^, *ulp2*^+^, *pst2*^+^, *mlo3*^+^ and *trk1*^+^ (Table 1). Broad sensitivities to different DNA damage reagents suggest that these genes function in the universal pathway of DDR, for example, in the conserved ATM/ATR pathway [2]. As expected, *rad1*^+^ plays a role in the ATR pathway, and *rhp55*^+^ in the ATM pathway [2,22]. *ulp2*^+^, encoding a SUMO protease, is required for cell division after termination of the DNA damage checkpoint [61]. The high sensitivity of *ulp2*Δ to a broad range of DNA damage reagents emphasizes the importance of silencing of the DNA damage checkpoint and restart of the cell cycle. *pst2*^+^ encodes a subunit of the Clr6 histone deacetylase. Deletion of *pst2*^+^ could lead to hyperacetylation of histones and down-regulation of histone H3 S10 phosphorylation, resulting in abnormal chromosome condensation and a defect in DNA damage repair [62]. Identification of *pst2*^+^ during the screen indicates the importance of chromatin condensation and decondensation in DDR. The protein encoded by *mlo3*^+^ was required for export and quality control of mRNA [63], suggesting DDR is related to the level and quality of mRNA. The screen has revealed the novel link between DDR and *trk1*^+^, gene encoding a potassium ion transporter [39]. Two calcium transporter genes, *cch1*^+^, and *pmr1*^+^, have also been identified in this study. *cch1*^+^, along with other ion transporter genes, including *zrg17*^+^, *fep1*^+^, *ctr4*^+^ and *zhf1*^+^, were identified during previous global screens for DDR genes [12,13].These results imply a close connection between ion transport and DDR. Ion transport controls several crucial physiological parameters, including membrane potential and ion balance [64]. It will be intriguing to uncover the mechanism how ion transport influences the DDR in future studies.

The screen also identified genes whose deletion exhibited sensitivity to only one kind of DNA damage reagent. Characterization of these genes will help to elucidate the specific DDR for a certain DNA lesion. For example, deletion of *psl1*^+^ displayed specific sensitivity to MMS. Previous screens have identified similar genes, including *cac2*^+^, *mag1*^+^, *rev3*^+^ and *slx4*^+^[9]. These genes, along with *psl1*^+^, might work together to remove the damage caused by alkylated DNA. *SPAC19A8.11c*Δ caused exclusive sensitivity to BLM. BLM abstracts a hydrogen atom from DNA deoxyribose and causes alkali-labile sites in DNA [15]. Genomic screen in budding yeast identified 23 genes exhibiting specific sensitivity to BLM [11]. *SPAC19A8.11c* might be an additional gene needed to repair lesions caused by BLM.

Cell cycle is delayed by checkpoints in response to DNA damage, thus providing a chance to repair DNA lesions. Several DNA damage checkpoints have been described in *S. pombe*, including G2-M, intra-S, S-M, G1-M and G1-S checkpoints [46,65-68]. Among the 52 deletion identified in this study, 37 deletions were found to affect cell cycle progression. Notably, 16 deletions in the “2C” group caused replication arrest upon treatment with HU or MMS. It suggested that these genes might be involved in DNA damage repair in S phase. Failures of repairing lesions in the deletions might persist intra-S checkpoint and slow the replication. Another member of “2C”, *myo1*Δ caused a 4C peak of DNA content after treatment of TBZ, indicating the diploidization of the genome. Since Myo1 regulates the assembly of actin and contributes to proper septation, observed diploidiation might be caused by a cytokinesis defect in *myo1*Δ [26].

In contrast to the “2C” group, deletions in the “1C” group caused G1 or S phase arrest without DNA damage. The data suggest these genes are required for cell cycle progression. These deletions interfere with cell cycle regulation in response to DNA damage, thus leading to high sensitivity to damage reagents. Further investigation revealed that SPBC2A9.02 and SPAC27D7.08c might function in the initiation of DNA replication through initiation factors, Abp1 and Abp2. Since deletion of *SPBC2A9.02* and *SPAC27D7.08c* share a similar cytometry phenotype and gene expression profiling, it is likely both genes work in the same pathway. 

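Among the 10 highest genes of both 1C deletions were *map2*+, *ght3*+, *dni2*+, *ght7*+, *mmf2*+, *dak2*+, *isp3*+ and *rgs1*+. Several of these were not limited to the 1C pair. *dak2*+ was at least 2-fold higher in 6 deletions. *isp3*+ was at 30.9 and *rgs1*+ at 2.85 in *sgf73*Δ, and *mmf2*+ was at 5.02 in the array labelled *sec65*Δ. *map2*+, the P-factor pheromone gene, was at 67.7 times its WT level in *SPAC27D7.08c*Δ and 116 in *SPBC2A9.02*Δ, and *ght3*+, a hexose transporter gene, at 18.7 and 49.0. *dni2*+, which acts in cell fusion, was at 14.1 and 11.5. *ght7*+, a further hexose transporter gene, was at 5.10 and 13.8, and *meu10*+, a spore wall gene, at 11.3 and 6.94. In the case of *dni2*+, *ght7*+ and *meu10*+, among others, both values lay above all 6 other deletions, of which *sgf73*Δ had *dni2*+ at 6.09. *gut2*+, the glycerol-3-phosphate dehydrogenase gene, was lower, at 0.197 and 0.129, but so it was in *meu29*Δ, at 0.171, and in the arrays labelled *pab1*Δ and *sec65*Δ, at 0.283 and 0.334, the last with a log2 ratio of 0.24 against the other 7 deletions. *map2*+ and *ght3*+ were also high in *sgf73*Δ, at 129 and 33.8. Of 2860 genes, 231 were higher and 405 lower in both 1C deletions than in all 6 others, beside 485 and 360 for the W4C pair, 169 and 146 for 2C and 81 and 50 for the arrays labelled *pab1*Δ and *sec65*Δ. Averaged over all 28 pairs of deletions, such a count is about 1 in 28 of the genes each way by construction. The 81 and 50 lie below that share, and the counts of the other classes above it. These counts take any gap; with a gap of at least 0.5 log2 units they were 28 and 5 for 1C, 22 and 28 for W4C, 1 and 7 for 2C and 1 and 0 for the arrays labelled *pab1*Δ and *sec65*Δ.

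**Figure D3:**
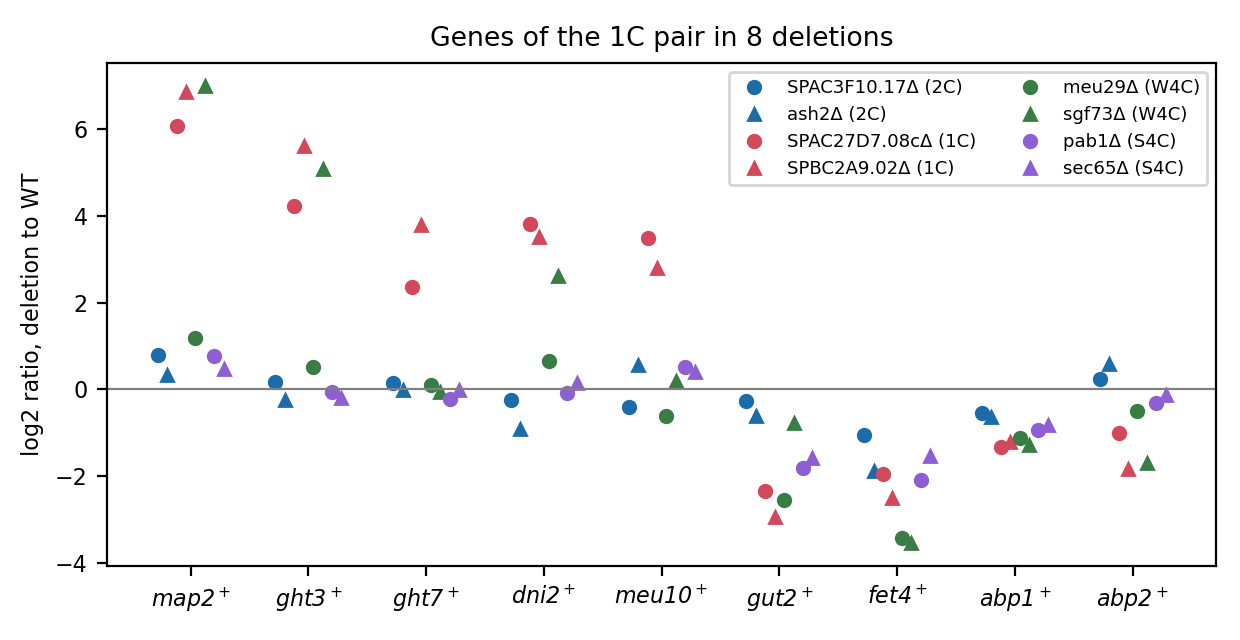
Log2 ratio to WT (vertical axis) of 9 genes in the 8 deletions, 1 point per array, coloured by cytometry class; the points of *pab1*Δ and *sec65*Δ are the arrays with these labels. *map2*+ and *ght3*+ stand at 4.23 or above in both 1C deletions and in *sgf73*Δ, and *fet4*+ and *abp1*+ lie below 0 in all 8.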

SPAC27D7.08c contains a methyltransferase 10 domain, harboring potential SAM-dependent methyltransferase activity (http://www.rcsb.org/pdb/explore.do?structureId=2H00). It suggests that SPAC27D7.08c might regulate replication by methylating downstream proteins.

Flow cytometry analysis indicated that the members of “S4C” and “W4C” groups underwent diploidization. 

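In *sgf73*Δ, *meu29*Δ and the arrays labelled *sec65*Δ and *pab1*Δ, 5 genes were at least 2-fold higher than WT in all 4, namely *eng1*+, *adg1*+ and *adg2*+ of cell separation and *cdc22*+ and *cdt1*+ of the G1/S wave. Another 9 were at least 2-fold lower in all 4. Among them were *hsp16*+, a small heat shock protein gene, at ratios of 0.170 to 0.351, *gld1*+, a glycerol dehydrogenase gene, at 0.0546 to 0.272, and *pyp2*+ at 0.0983 to 0.373. None of these 14 genes was limited to the W4C and S4C classes, since each also passed 2-fold in the same direction in at least 1 of the 4 deletions of the 2C and 1C classes. With the other 7 deletions as the reference, *hsp16*+ had a log2 ratio of 0.0098 in the array labelled *sec65*Δ, *pyp2*+ of 0.41 in the array labelled *pab1*Δ and 0.83 in the array labelled *sec65*Δ, and *cdc22*+ of -0.17 in *meu29*Δ.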

Gene expression and microscopic analysis of *sgf73*Δ, *meu29*Δ, *sec65*Δ and *pab1*Δ suggested diploidization might be caused by a cytokinesis defect and DNA re-replication. It is possible that proteins encoded by these genes function as subunits of large complexes, involved in the regulations of different processes, including replication, chromosome segregation and cytokinesis. A similar case was reported for a subunit of the Orc complex, Orc6 [69]. Consistent with this idea, Sgf73 is a subunit of the SAGA complex, a conserved multifunctional co-activator [70]. SAGA complex is known to regulate transcriptional activation, transcription elongation and mRNA export [71]. However, its roles in DNA re-replication and cytokinesis are yet to be identified. Recently, Pab1 has been revealed to be a novel component of the septation initiation network (SIN) complex [24]. SIN plays an important role in cytokinesis [72]. Whether the SIN complex also contributes to the replication initiation needs further characterization. Notably, *pab1*^+^, along with other 3 genes from the “W4C” group (*SPCC830.06*, *set3*^+^, *atb2*^+^), is conserved from *S. pombe* to mammals. Thus, further characterization of these genes is expected to provide valuable information for studies of genome stability and DDR in higher eukaryotes, especially in human.

## Conclusions

Genome-wide screening is a fast and efficient way to explore unknown genes, clarify signaling pathways, and to ultimately build a comprehensive gene network. In this study, we performed a systematic screen of the *S. pombe* deletion library to uncover genes involved in DDR. 52 genes were characterized, among which 20 genes were linked to DDR for the first time. Most of the genes take part in cell cycle control, DNA repair, chromatin dynamics and DNA replication, all of which are well-known components of DDR [2]. In addition, many novel genes functioning in biosynthesis, transport, RNA processing and stress response were uncovered, suggesting their substantial contributions to DDR. Further characterizations suggested 6 novel genes might function in DDR through DNA replication and cytokinesis. Our study introduces new members to the long list of DDR genes and provides new clues to clarify the dynamic DDR network (Figure 6).

**Figure 6:**
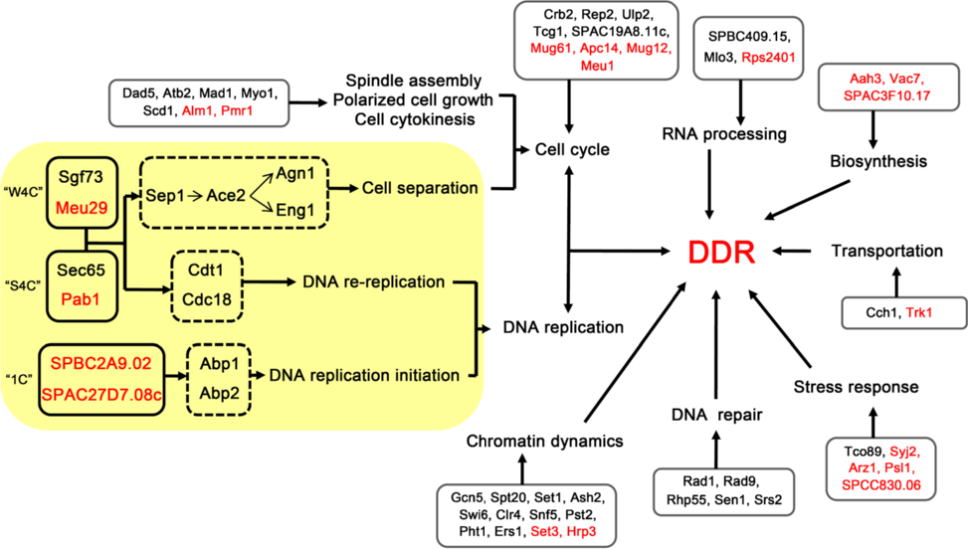
**Graphic presentation of the involvement of 52 genes in DDR network.** Proteins encoded by 52 DDR genes are shown in the solid line box and previously uncharacterized proteins are labelled in red. Proteins are categorized into different biological processes based on the GO analysis. Possible pathways that link 6 novel DDR proteins are shown in orange background.

## Methods

### Genome-wide haploid deletion library

The *S. pombe* haploid deletion library used in this study was bought from Bioneer (http://pombe.bioneer.co.kr/). It contains 3,235 haploid deletion strains covering 65.8% of the 4,914 protein coding open reading frames (ORFs) based on the annotated genome sequence (http://www.genedb.org/genedb/pombe). As 3,576 genes are nonessential [73], this library represents approximately 90.5% of the nonessential *S. pombe* genes. Fission yeast were cultured in YES or EMM medium at 32°C as described before [74].

### Screen of deletions sensitive to DNA damage

The screen was performed in three rounds. In the first round, deletion strains from the Bioneer library were grown in YES medium till saturation. 20 μl culture from each strain was diluted into 180 μl liquid YES medium containing different DNA damage reagents in 96-well microtiter plates. As a control, cells were also diluted into medium without any reagent. Concentrations of reagents were: 7.5 mM hydroxyurea (HU) (SIGMA, H8627), 0.5 mU/ml bleomycin (BLM) (NIPPON KAYAKU, 480890), 0.01% methyl methanesulfonate (MMS) (ACROS ORGANICS, 156890050), 1 μM camptothecin (CPT) (SIGMA, C9911), 15 μg/ml thiabendazole (TBZ) (TCI, T0830) and 60 J/m^2^ ultraviolet radiation (UV). After 24 hours of incubation at 32°C, the optical densities of the cultures were measured at 600 nm (*A*_600_) and compared to those of the controls. Deletions with *A*_600_ that dropped by 5 fold or more upon reagent treatment were designated as sensitive. Deletion mutants showing sensitivity to at least one reagent were picked to create a sub-library. This round of the screen was repeated once. In the second round, strains from the sub-library were grown in YES medium overnight, and then inoculated into 1 ml YES medium containing different reagents at an *A*_600_ of 0.02. After 24 hours of incubation at 32°C, *A*_600_ was measured and compared to those of no reagent controls. In the third round, strains showing sensitivity to at least one DNA-damaging agent in the second round were grown in liquid medium to an *A*_600_ of 1.0. Cultures were diluted by five-fold for five times, and 2 μl dilutions were spotted onto YES or EMM plates containing DNA damage reagents of indicated concentrations. The growth of the cells was checked after 3~4 days of incubation at 32°C. If the growth of a mutant on the plate containing certain reagent was 2-spot lesser than that on YES plate (25 fold reduction in viability), this mutant was designated as sensitive.

### Gene ontology analysis

Gene ontology (GO) classifications were performed at http://amigo.geneontology.org with the database filter set as GeneDB *S. pombe*. Maximum *P*-value was 0.05 as the threshold for significance assessment, and minimum number of gene products was 3 in each GO term. GO analysis was based on the biological process classifications in this study [73].

### Flow cytometry

1~2×10^7^ exponentially growing cells were treated with DNA damage reagent for 2 h. For the UV sensitivity assay, cells were exposed to 60 J/m^2^ radiation and then grown for 2 h. Cells were harvested and fixed in 70% (v/v) cold ethanol at 4°C for 1 h. Cells were resuspended in 0.5 ml of 50 mM sodium citrate containing 0.1 mg/ml RNase A and incubated at 37°C for 2 h. Cells were briefly sonicated, and then stained with 4 μg/ml propidium iodide (PI) at room temperature for 15 min. 1~2×10^4^ cells were measured by a FACS Calibur flow cytometer (Becton-Dickinson) and data were analyzed by Flowjo 2.0 [48].

### DNA microarray analysis

cDNAs were prepared from the exponentially growing wild type (WT) cells or deletion cells as previously described [75]. cDNA was labeled and hybridized to the Yeast genome 2.0 array according to the manufacturer’s protocol (900553, Affymetrix). Data was analyzed by Shanghai GeneTech Company (Shanghai, China). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [76] and are accessible through GEO Series accession number GSE40747 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40747).

### Clustering analysis

Hierarchical clustering was carried out by Gene Cluster with differentially regulated genes of eight mutants, using the correlation (uncentered) and centroid linkage clustering method. The clustering results were visualized with Java TreeView.

### Real time PCR analysis

Experiments were performed as described before [77]. Briefly, total RNAs were prepared from exponentially growing cells by using TRIzol (Invitrogen) and reverse-transcribed to make first strand cDNAs. cDNAs were used as templates for real time PCR. PCR were performed using SYBR Premix ExTaq TMII (DRR081C, Takara) on an ABI Prism 5700 sequence detection system (Applied Biosystems) according to manufacturer’s protocol. The threshold cycle (*C*_T_) of each sample was determined by the ABI system and then normalized to the value for *act1*^+^ by the following equation: Δ*C*_T_ = *C*_T(gene of interest)_ − *C*_T (*act1*+)_. Relative level was calculated as 2^-Δ*C*T^. Reaction for each sample was performed in triplicate. Primers are listed in Additional file 1: Table S4.

### Microscopic analysis

After overnight incubation at 32°C, cells were washed with phosphate-buffered saline and stained with 1 μg/ml 4’, 6’-diamidino-2-phenylindole (DAPI) to visualize nuclei. Cells were observed and captured by a Zeiss Axioplan microscope equipped with a chilled video charge-coupled device camera (C4742-95; Hamamatsu Photonics, Bridgewater, NJ). Images were analyzed by kinetic image AQM software (Kinetic Imaging, Nottingham, UK).

## Abbreviations

The abbreviations used are: DDR: DNA damage response; GO: Gene ontology; SAGA: Spt-Ada-Gcn5 acetyltransferase; HU: Hydroxyurea; BLM: Bleomycin; MMS: Methyl methanesulfonate; CPT: Camptothecin; TBZ: Thiabendazole; UV: Ultraviolet radiation; WT: Wild type; DSB: Double strand breaks; SSB: Single strand breaks.

## Competing interests

The authors declare that they have no competing financial interests.

## Authors’ contributions

XP carried out the screening work, performed the molecular genetic studies, analyzed the data, and drafted the manuscript. BL participated in the screening work and molecular genetic studies. NZ participated in the molecular genetic studies. BF and WY participated in the screening work. XZ conceived of the study. YY participated in the design of the experiments and helped to draft the manuscript. HL conceived the study, designed and coordinated the work, and critically revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** List of genes whose deletions exhibited sensitivity to DNA damage reagents during the second round of screen. **Table S2.** GO profiling of 52 genes whose deletion mutants showed strong sensitivity to DNA damage reagents (*P* ≤ 0.05). **Table S3.** Flow cytometry analysis of 37 mutants. **Table S4.** Primers used for real time PCR analysis in this study. **Figure S1.** Spot assay of 52 deletions. Exponentially growing cells, WT or deletions, were harvested and 5-fold serial dilutions were spotted on the plates supplemented with DNA damage reagents. The plates were photographed after 3~4 days of incubation at 32°C. **Figure S2.** Flow cytometry analysis of deletions in “2C” group. **Figure S3.** Flow cytometry analysis of deletions in “1C” group. **Figure S4.** Flow cytometry analysis of deletions in “W4C” group. **Figure S5.** Flow cytometry analysis of deletions in “S4C” group. Click here for file

# Supplementary material for: Identification of novel genes involved in DNA damage response by screening a genome-wide Schizosaccharomyces pombe deletion library
**Source:** BMC Genomics. 2012 Nov 23;13:662. doi: 10.1186/1471-2164-13-662

**Supplemental Tables and Figures**

### Table S1 – List of genes whose deletions exhibited sensitivity to DNA damage reagents during the second round of screen.

Deletions were grown in YES medium overnight, and then inoculated into 1 ml YES medium containing different reagents at an *A*600 of 0.2. After 24 hours of incubation at 32C, *A*600 were measured and compared to those of no reagent controls. Deletions with *A*600 that dropped by 5 fold or more upon reagent treatment were designated as sensitive.

* Genes identified by another global screen in fission yeast. (DNA Repair (Amst). 2009; 8(5):672-679.).

### Table S2 – GO profiling of 52 genes whose deletion mutants showed strong sensitivity to DNA damage reagents (*P*  0.05).

| GO ID | GO Term | Corrected *P*-value | Gene annotation | Total gene annotation |
| --- | --- | --- | --- | --- |
| **1. Cell cycle related process** | | | | |
| GO:0022402 | cell cycle process | 0.009336 | 18 | 592 |
| GO:0022403 | cell cycle phase | 0.011173 | 17 | 546 |
| GO:0000279 | M phase | 0.016957 | 16 | 515 |
| GO:0007049 | cell cycle | 0.023408 | 19 | 719 |
| GO:0051321 | meiotic cell cycle | 0.044061 | 12 | 353 |
| GO:0051327 | M phase of meiotic cell cycle | 0.044184 | 12 | 351 |
| GO:0007126 | Meiosis | 0.044184 | 12 | 351 |
| **2. Chromosome related process** | | | | |
| GO:0006338 | chromatin remodeling | 5.67E-04 | 12 | 157 |
| GO:0051276 | chromosome organization | 0.00155 | 16 | 355 |
| GO:0016568 | chromatin modification | 0.001755 | 12 | 197 |
| GO:0006325 | chromatin organization | 0.003439 | 12 | 218 |
| GO:0016570 | histone modification | 0.008989 | 8 | 102 |
| GO:0016569 | covalent chromatin modification | 0.008989 | 8 | 102 |
| GO:0016571 | histone methylation | 0.043238 | 4 | 21 |
| **3. Macromolecule metabolism and cellular biosynthesis** | | | | |
| GO:0009890 | negative regulation of biosynthetic process | 0.008099 | 10 | 178 |
| GO:0031327 | negative regulation of cellular biosynthetic process | 0.008617 | 10 | 177 |
| GO:0051172 | negative regulation of nitrogen compound metabolic process | 0.010146 | 10 | 175 |
| GO:0045934 | negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 0.011321 | 10 | 174 |
| GO:0010558 | negative regulation of macromolecule biosynthetic process | 0.011878 | 10 | 171 |
| GO:0010605 | negative regulation of macromolecule metabolic process | 0.012874 | 10 | 196 |
| GO:0006259 | DNA metabolic process | 0.037419 | 12 | 337 |
| **4. Gene expression** | | | | |
| GO:0045892 | negative regulation of transcription, DNA-dependent | 0.048255 | 7 | 119 |
| GO:0016481 | negative regulation of transcription | 0.048256 | 7 | 120 |
| GO:0045814 | negative regulation of gene expression, epigenetic | 0.049375 | 6 | 84 |
| GO:0006342 | chromatin silencing | 0.049375 | 6 | 84 |
| **5. Reproductive process** | | | | |
| GO:0048610 | reproductive cellular process | 0.041024 | 8 | 150 |
| GO:0032505 | reproduction of a single-celled organism | 0.046317 | 7 | 117 |
| GO:0022413 | reproductive process in single-celled organism | 0.046317 | 7 | 117 |
| GO:0003006 | reproductive developmental process | 0.048256 | 7 | 120 |

### Table S3 – Flow cytometry analysis of 37 mutants.

| Mutants | YES (%) | | | YES+HU (%) | | | YES+BLM (%) | | | YES+MMS (%) | | | YES+CPT (%) | | | YES+TBZ (%) | | | YES+UV (%) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1C | 2C | 4C | 1C | 2C | 4C | 1C | 2C | 4C | 1C | 2C | 4C | 1C | 2C | 4C | 1C | 2C | 4C | 1C | 2C | 4C |
| WT | 0.9±0.5 | 97±1 | 3±1 | 0.1±0.03 | 97±1 | 3±1 | 0.3±0.1 | 97±1 | 2±1 | 0.5±0.3 | 98±1 | 1±0.2 | 0.6±0.4 | 97±0.3 | 3±0.2 | 0.2±0.1 | 96±1 | 4±1 | 0.5±0.05 | 97±0.4 | 2±0.4 |
| 1. **Group “2C”** | | | | | | | | | | | | | | | | | | | | | |
| *trk1* | 0.4±0.2 | 96±0.1 | 4±0.3 | 45±3 | 53±3 | 2±0.1 | 1±0.6 | 97±0.4 | 2±0.2 | NDa | | | 1±0.1 | 96±0.1 | 3±0.1 | 1±0.4 | 92±1 | 7±1 | 10±7 | 83±6 | 7±1 |
| *ash2* | 0.5±0.2 | 91±0.4 | 8±1 | 44±4 | 53±4.1 | 2±0.5 | 2±0.4 | 84±1 | 13±0.2 | ND | | | ND | | | 0.7±0.1 | 84±1 | 14±1 | ND | | |
| *scd1* | 3±0.6 | 90±1 | 7±0.1 | 43±5 | 53±4 | 4±1 | 0.9±0.1 | 95±0.2 | 4±0.3 | ND | | | ND | | | ND | | | ND | | |
| *sen1* | 0.3±0.1 | 94±0.2 | 6±0.1 | 22±1 | 76±1.2 | 2±0.5 | 0.7±0.1 | 96±0.6 | 4±0.6 | ND | | | ND | | | 0.5±0.2 | 95±1 | 4±1 | 31±4 | 66±3 | 3±1 |
| *mug61* | 2±0.8 | 89±1 | 8±2 | 58±1 | 39±1 | 3±0.3 | 1±0.2 | 94±0.6 | 5±0.5 | ND | | | ND | | | ND | | | 2±0.4 | 93±1 | 4±0.3 |
| *set1* | 0.4±0.03 | 91±0.5 | 9±0.5 | 13±2 | 85±2 | 2±0.5 | 1±0.6 | 85±0.5 | 14±1 | 7±2 | 79±12 | 14±12 | ND | | | 0.8±0.1 | 84±1 | 15±1 | ND | | |
| *rps2401* | 1±0.1 | 94±3 | 5±3 | 13±2 | 85±2 | 2±0.2 | 3±2 | 93±2 | 4±1 | 12±1 | 85±1 | 3±0.2 | ND | | | ND | | | 9±0.5 | 88±0.1 | 4±0.5 |
| *tcg1* | 0.6±0.5 | 91±1 | 9±2 | 14±2 | 83±2 | 3±0.1 | 3±0.5 | 89±2 | 8±2 | ND | | | ND | | | 0.2±0.1 | 87±1 | 12±1 | ND | | |
| *cch1* | 0.5±0.2 | 92±0.4 | 8±0.2 | 43±3 | 55±3 | 2±0.2 | ND | | | 5±2 | 89±1 | 7±2 | ND | | | ND | | | 35±3 | 62±3 | 4±0.3 |
| *hrp3* | 1±0.1 | 95±1 | 4±1 | ND | | | 4±1 | 95±1 | 1±0.1 | ND | | | ND | | | 3±0.3 | 94±1 | 3±0.3 | 9±1 | 89±2 | 2±0.4 |
| *ers1* | 2±0.3 | 89±0.4 | 9±0.3 | 41±3 | 55±3 | 4±0.4 | ND | | | 12±0.4 | 76±1 | 12±1 | ND | | | 3±0.4 | 85±1 | 12±0.2 | 5±1 | 88±0.4 | 7±1 |
| *rhp55* | 4±0.5 | 90±1 | 6±1 | 2±0.3 | 88±1 | 11±1 | 5±1 | 91±1 | 4±1 | 14±2 | 81±2 | 5±1 | ND | | | 4±0.6 | 89±1 | 7±0.1 | 5±1 | 91±1 | 4±0.6 |
| *myo1* | 1±0.1 | 91±1 | 9±1 | 18±2 | 79±2 | 3±0.3 | 5±0.5 | 87±1 | 8±1 | ND | | | ND | | | 1±0.2 | 69±4 | 31±4 | 1±0.1 | 88±1 | 11±1 |
| *SPAC3F10.17* | 0.1±0.02 | 97±0.3 | 3±0.2 | 36±1 | 63±1 | 1±0.1 | 1±0.3 | 97±1 | 2±0.5 | ND | | | ND | | | ND | | | ND | | |
| *pst2* | 2±0.1 | 94±1 | 4±1 | 26±1 | 72±1 | 2±0.4 | 3±1 | 92±0.3 | 5±1 | 2±0.4 | 92±0.4 | 6±0.4 | ND | | | 3±0.4 | 92±1 | 5±0.3 | 4±0.4 | 92±0.4 | 4±0.1 |
| *gcn5* | 2±0.3 | 96±0.3 | 3±0.1 | 29±3 | 69±3 | 2±0.1 | ND | | | 2±0.1 | 95±1 | 3±1 | 7±1.4 | 86±2 | 7±1 | 2±0.1 | 96±0.3 | 3±0.2 | ND | | |
| 1. **Group “1C”** | | | | | | | | | | | | | | | | | | | | | |
| *clr4* | 18±9 | 75±8 | 7±2 | 34±2 | 58±2 | 8±0.6 | ND | | | 26±2 | 70±3 | 4±0.5 | ND | | | 12±3 | 77±3 | 10±1 | ND | | |
| *snf5* | 10±1 | 87±1 | 4±1 | 23±1 | 74±1 | 3±1 | ND | | | 5±1 | 93±1 | 3±0.3 | ND | | | ND | | | ND | | |
| *rad1* | 6±0.3 | 89±1 | 5±0.3 | 22±9 | 74±9 | 4±0.4 | 2±0.2 | 93±1 | 5±1 | 1±0.2 | 93±1 | 6±1 | 1±0.5 | 93±1 | 6±1 | ND | | | 3±0.2 | 94±1 | 3±1 |
| *rep2* | 12±2 | 81±3 | 7±0.6 | 76±2 | 23±1 | 2±0.2 | 75±1 | 24±1 | 2±0.2 | 72±3 | 26±3 | 2±0.3 | ND | | | ND | | | 74±2 | 24±1 | ±0.2 |
| *srs2* | 9±2 | 88±1 | 2±0.5 | ND | | | 12±2 | 87±2 | 1±0.2 | 3±0.2 | 92±1 | 5±1 | ND | | | ND | | | 3±1 | 95±1 | 3±0.4 |
| *SPBC2A9.02* | 19±1 | 78±1 | 3±0.8 | 18±1 | 82±1 | 1±0.5 | ND | | | ND | | | ND | | | ND | | | 9±1 | 89±1 | 2±0.2 |
| *arz1* | 24±0.1 | 75±0.2 | 1±0.2 | ND | | | ND | | | ND | | | ND | | | ND | | | 25±1 | 74±1 | 1±0.1 |
| *upl2* | 13±2 | 86±2 | 1±0.02 | 1±0.1 | 95±2 | 4±2 | 1±0.5 | 96±1 | 3±0.6 | 4±0.6 | 95±1 | 2±0.3 | ND | | | 2±0.5 | 96±0.3 | 2±0.4 | 4±0.3 | 94±0.2 | 2±0.3 |
| *SPAC27D7.08c* | 18±1 | 79±0.4 | 2±0.8 | 8±2 | 90±2 | 2±0.3 | 5±2 | 92±1 | 3±0.3 | ND | | | ND | | | ND | | | ND | | |
| 1. **Group “W4C”** | | | | | | | | | | | | | | | | | | | | | |
| *mlo3* | 3±0.4 | 86±1 | 11±1 | 7±1 | 87±1 | 6±0.4 | 3±0.2 | 84±0.4 | 13±1 | 8±0.6 | 86±1 | 7±0.3 | ND | | | ND | | | 9±1 | 81±1 | 11±2 |
| *sgf73* | 0.4±0.5 | 71±5 | 28±4 | 9±0.4 | 86±0.1 | 6±1 | ND | | | 7±0.3 | 80±1 | 13±0.4 | ND | | | 0.3±0.01 | 79±1 | 20±1 | ND | | |
| *aah3* | 0.3±0.03 | 83±2 | 17±2 | ND | | | 0.1±0.02 | 87±1 | 13±1 | ND | | | ND | | | 0.2±0.1 | 81±1 | 19±1 | 4±1 | 88±2 | 8±1 |
| *SPCC830.06* | 0.2±0.2 | 65±2 | 34±2 | 28±3 | 52±2 | 20±1 | 0.1±0.1 | 68±1 | 32±1 | ND | | | ND | | | 0.1±0.03 | 72±1 | 27±1 | ND | | |
| *set3* | 0.4±0.03 | 88±2 | 12±2 | ND | | | 0.4±0.2 | 92±1 | 8±1 | 2±0.2 | 92±1 | 6±1 | ND | | | ND | | | 1±0.1 | 90±1 | 8±1 |
| *vac7* | 0.4±0.1 | 73±4 | 26±3 | 1±0.2 | 85±1 | 14±1 | ND | | | 0.2±0.02 | 78±2 | 22±2 | ND | | | 0.1±0.1 | 77±3 | 23±3 | ND | | |
| *atb2* | 1±0.1 | 89±0.2 | 10±0.2 | 4±1 | 93±1 | 3±0.4 | 0.7±0.2 | 92±1 | 7±1 | ND | | | ND | | | 0.6±0.1 | 85±1 | 14±1 | ND | | |
| *meu29* | 0.1±0.01 | 65±3 | 35±3 | 0.1±0.1 | 70±2 | 30±2 | 0.6±0.3 | 70±3 | 30±2 | ND | | | ND | | | 0.1±0.01 | 62±0.3 | 38±0.3 | ND | | |
| 1. **Group “S4C”** | | | | | | | | | | | | | | | | | | | | | |
| *SPBC409.15* | 0 | 8±2 | 92±2 | 0 | 4±0.1 | 96±0.2 | ND | | | 0.7±0.4 | 23±1 | 76±1 | ND | | | 0 | 8±2 | 82±2 | 0.4±0.2 | 13±2 | 87±2 |
| *sec65* | 0.04±0.03 | 7±1 | 93±1 | ND | | | 0.2±0.1 | 9±1 | 91±1 | ND | | | ND | | | 0.02±0.03 | 3±0.4 | 96±0.4 | 0.2±0.03 | 12±1 | 88±2 |
| *spt20* | 0.02±0.01 | 18±1 | 82±1 | 2±1 | 50±2 | 48±2 | ND | | | ND | | | 0 | 20±3 | 80±3 | ND | | | ND | | |
| *pab1* | 0 | 7±1 | 92±0.4 | 0.1±0.1 | 23±3 | 77±3 | ND | | | 0.01±0.01 | 21±3 | 79±3 | ND | | | 0.01±0.01 | 9±1 | 91±1 | 0.5±0.03 | 11±1 | 89±1 |

a ND Not detected.

Cells were grown to the logarithmic phase and treated with DNA damage reagent for 2 hr. For UV sensitivity assay, cells were exposed to 60 J/m2 radiation and then grown for 2 h. Cells were harvested afterward and subjected to cytometry analysis. Fractions of 1C, 2C and 4C DNA content were calculated by Flowjo 2.0. Data were presented as average from three independent experiments.

### Table S4 – Primers used for real time PCR analysis in this study.

| Primer | Sequence (5’3’) |
| --- | --- |
| *ACT1* | TTGATAATGGCTCTGGTATGTGC |
| *ACT1* | CGACCAGAGGCATACAAAGACA |
| *ABP1* | TCGGGCTGCTAATGTAAAACC |
| *ABP1* | GGCTGGGAAATAGAGGCTGA |
| *ABP2* | GTTTGAACCACCTGACGAAGAC |
| *ABP2* | GCAGAGCGAAGCATTGTATTTT |
| *ACE2* | CCTCGGGTCCTGCCTCTT |
| *ACE2* | TATGCCTGCATACATCCAAATG |
| *AGN1* | TCGGTTATTCTGATGTTAGCACG |
| *AGN1* | CCAAGGCGAGACTGGTGC |
| *ENG1* | TCTTCTTCTACCACCACGACCTC |
| *ENG1* | CAGCCATATTGCGAAGGGTT |
| *CDC18* | CAATCTCTGAAGTAAGCGATGATAGTAT |
| *CDC18* | ACAACAAGCGTACAAAGGATGG |
| *CDT1* | CGCGTAAGCTAACATCATCTCA |
| *CDT1* | CAATCCTGCTGAATGTGACTACTT |

### Figure S1 – Spot assay of 52 deletions.

Exponentially growing cells, WT or deletions, were harvested and 5-fold serial dilutions were spotted on the plates supplemented with DNA damage reagents. The plates were photographed after 3~4 days of incubation at 32C.

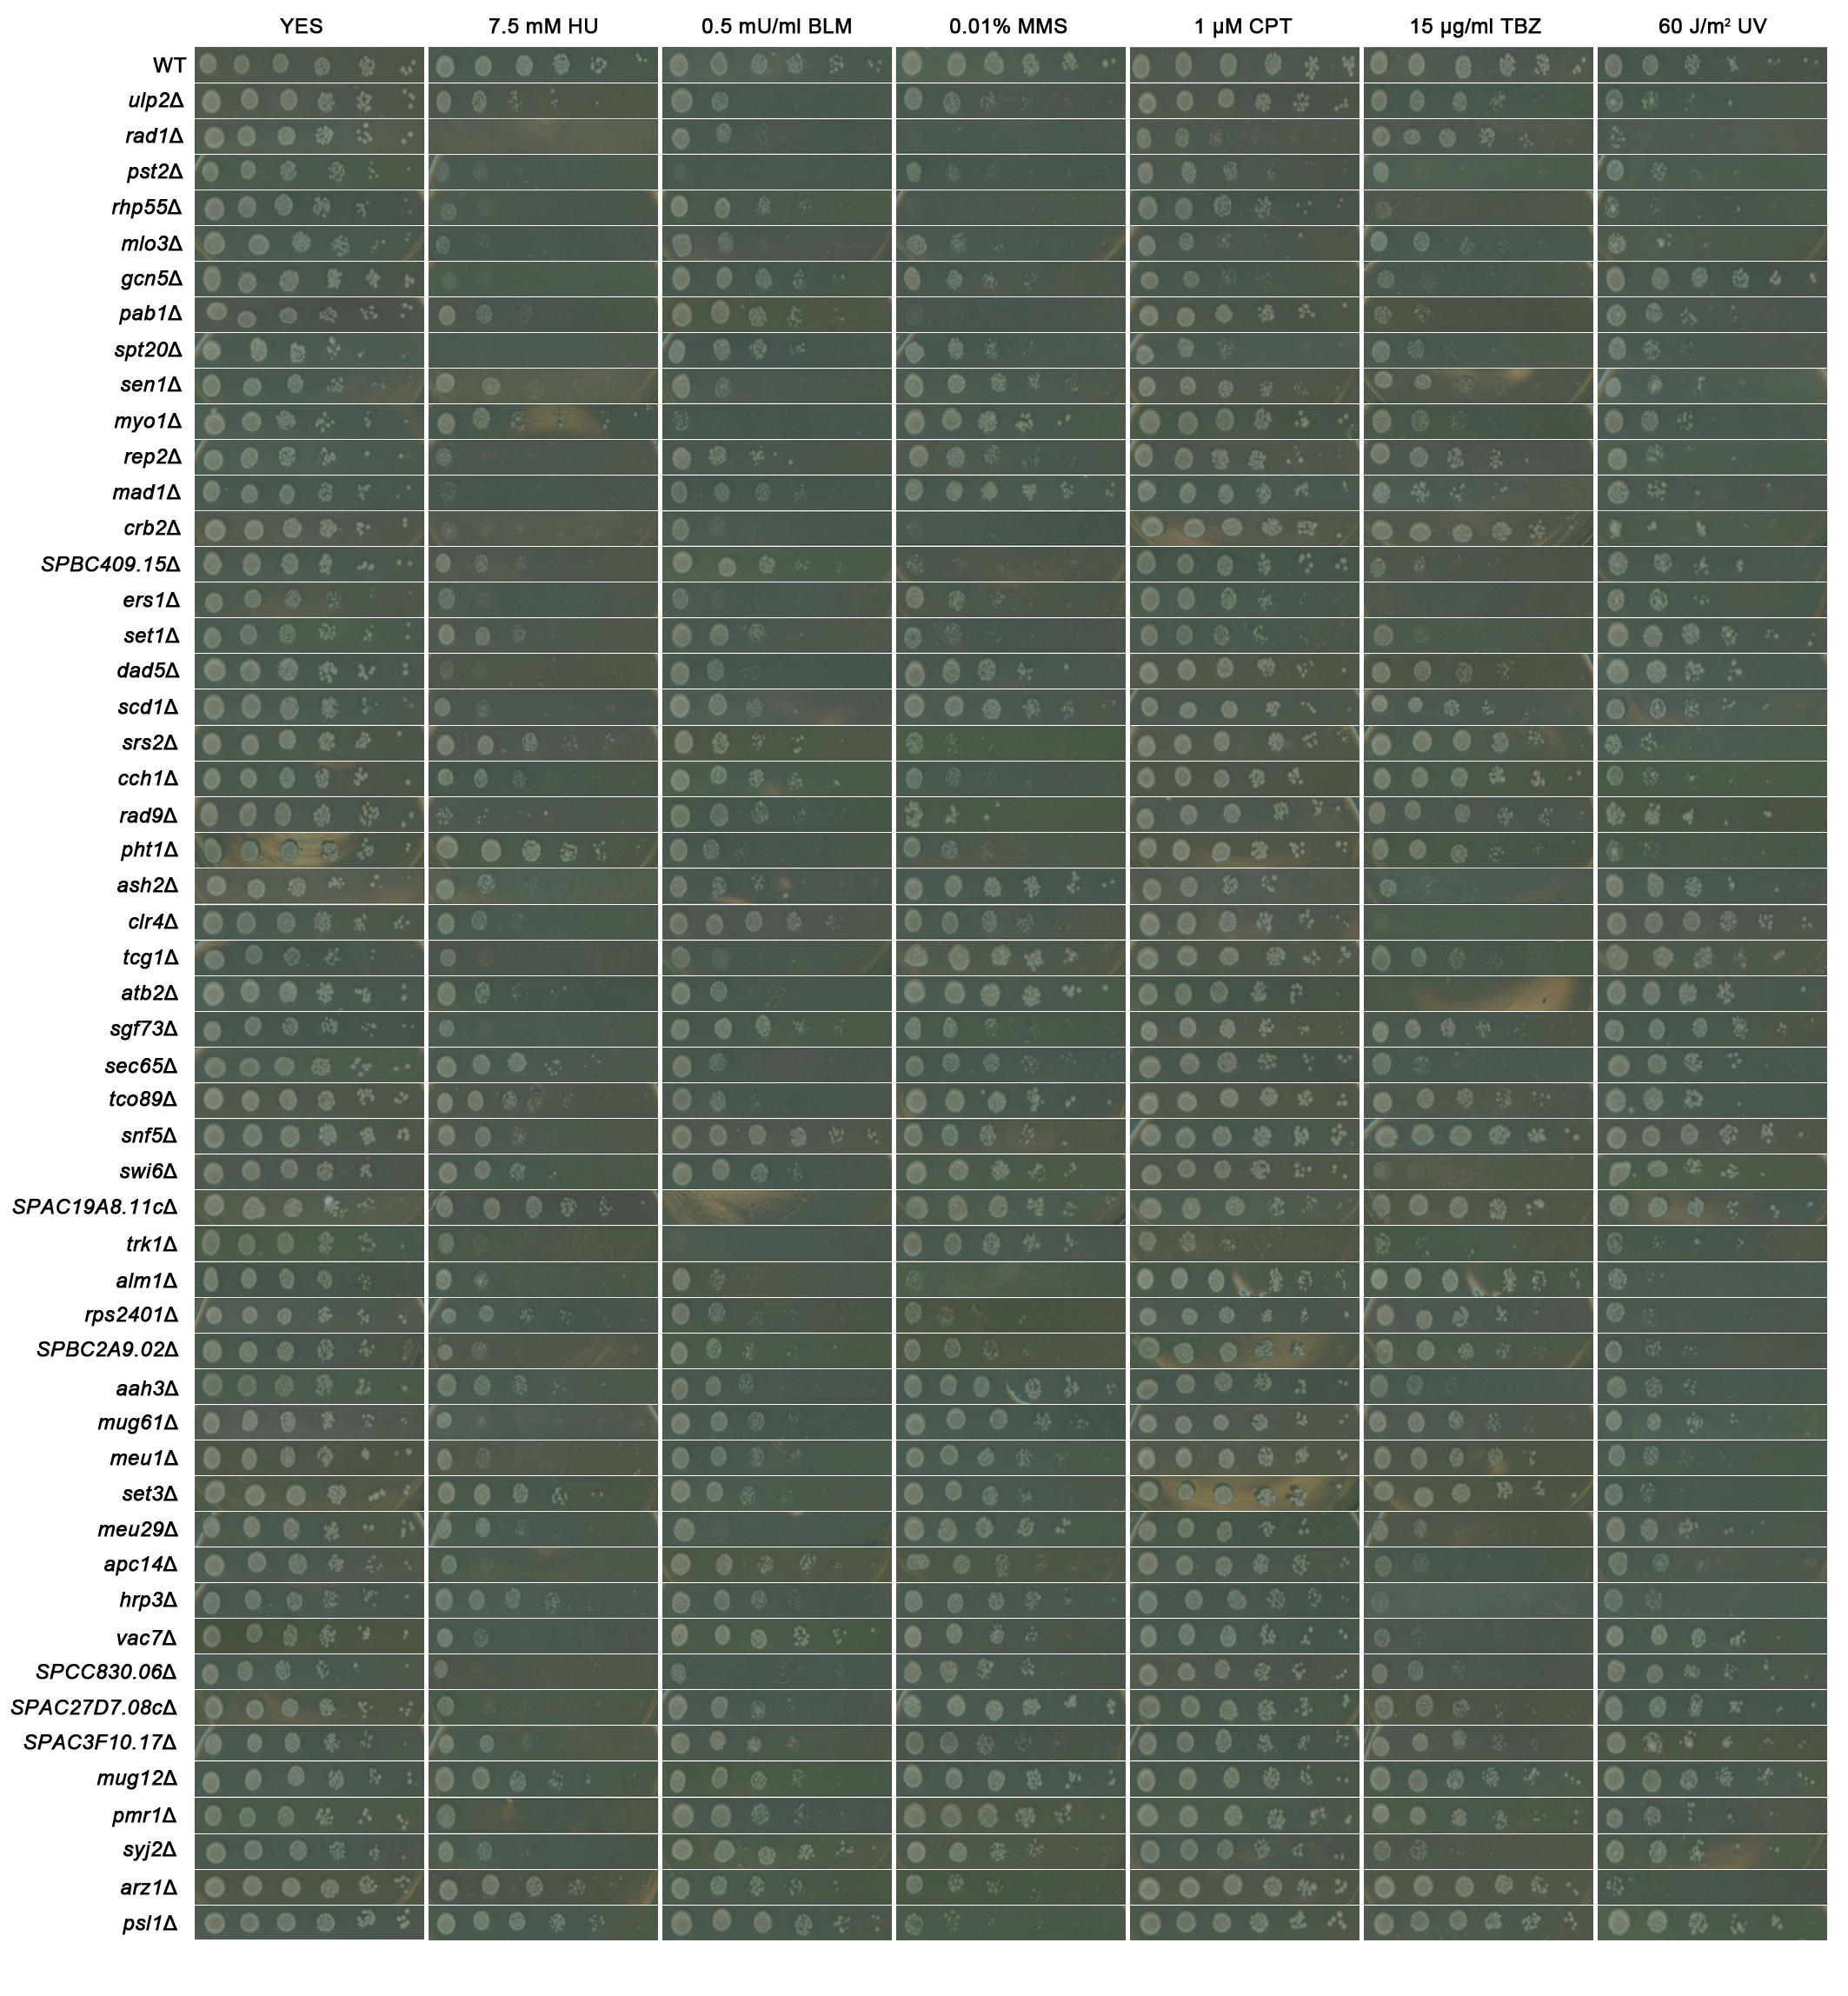

### Figure S2 – Flow cytometry analysis of deletions in “2C” group.

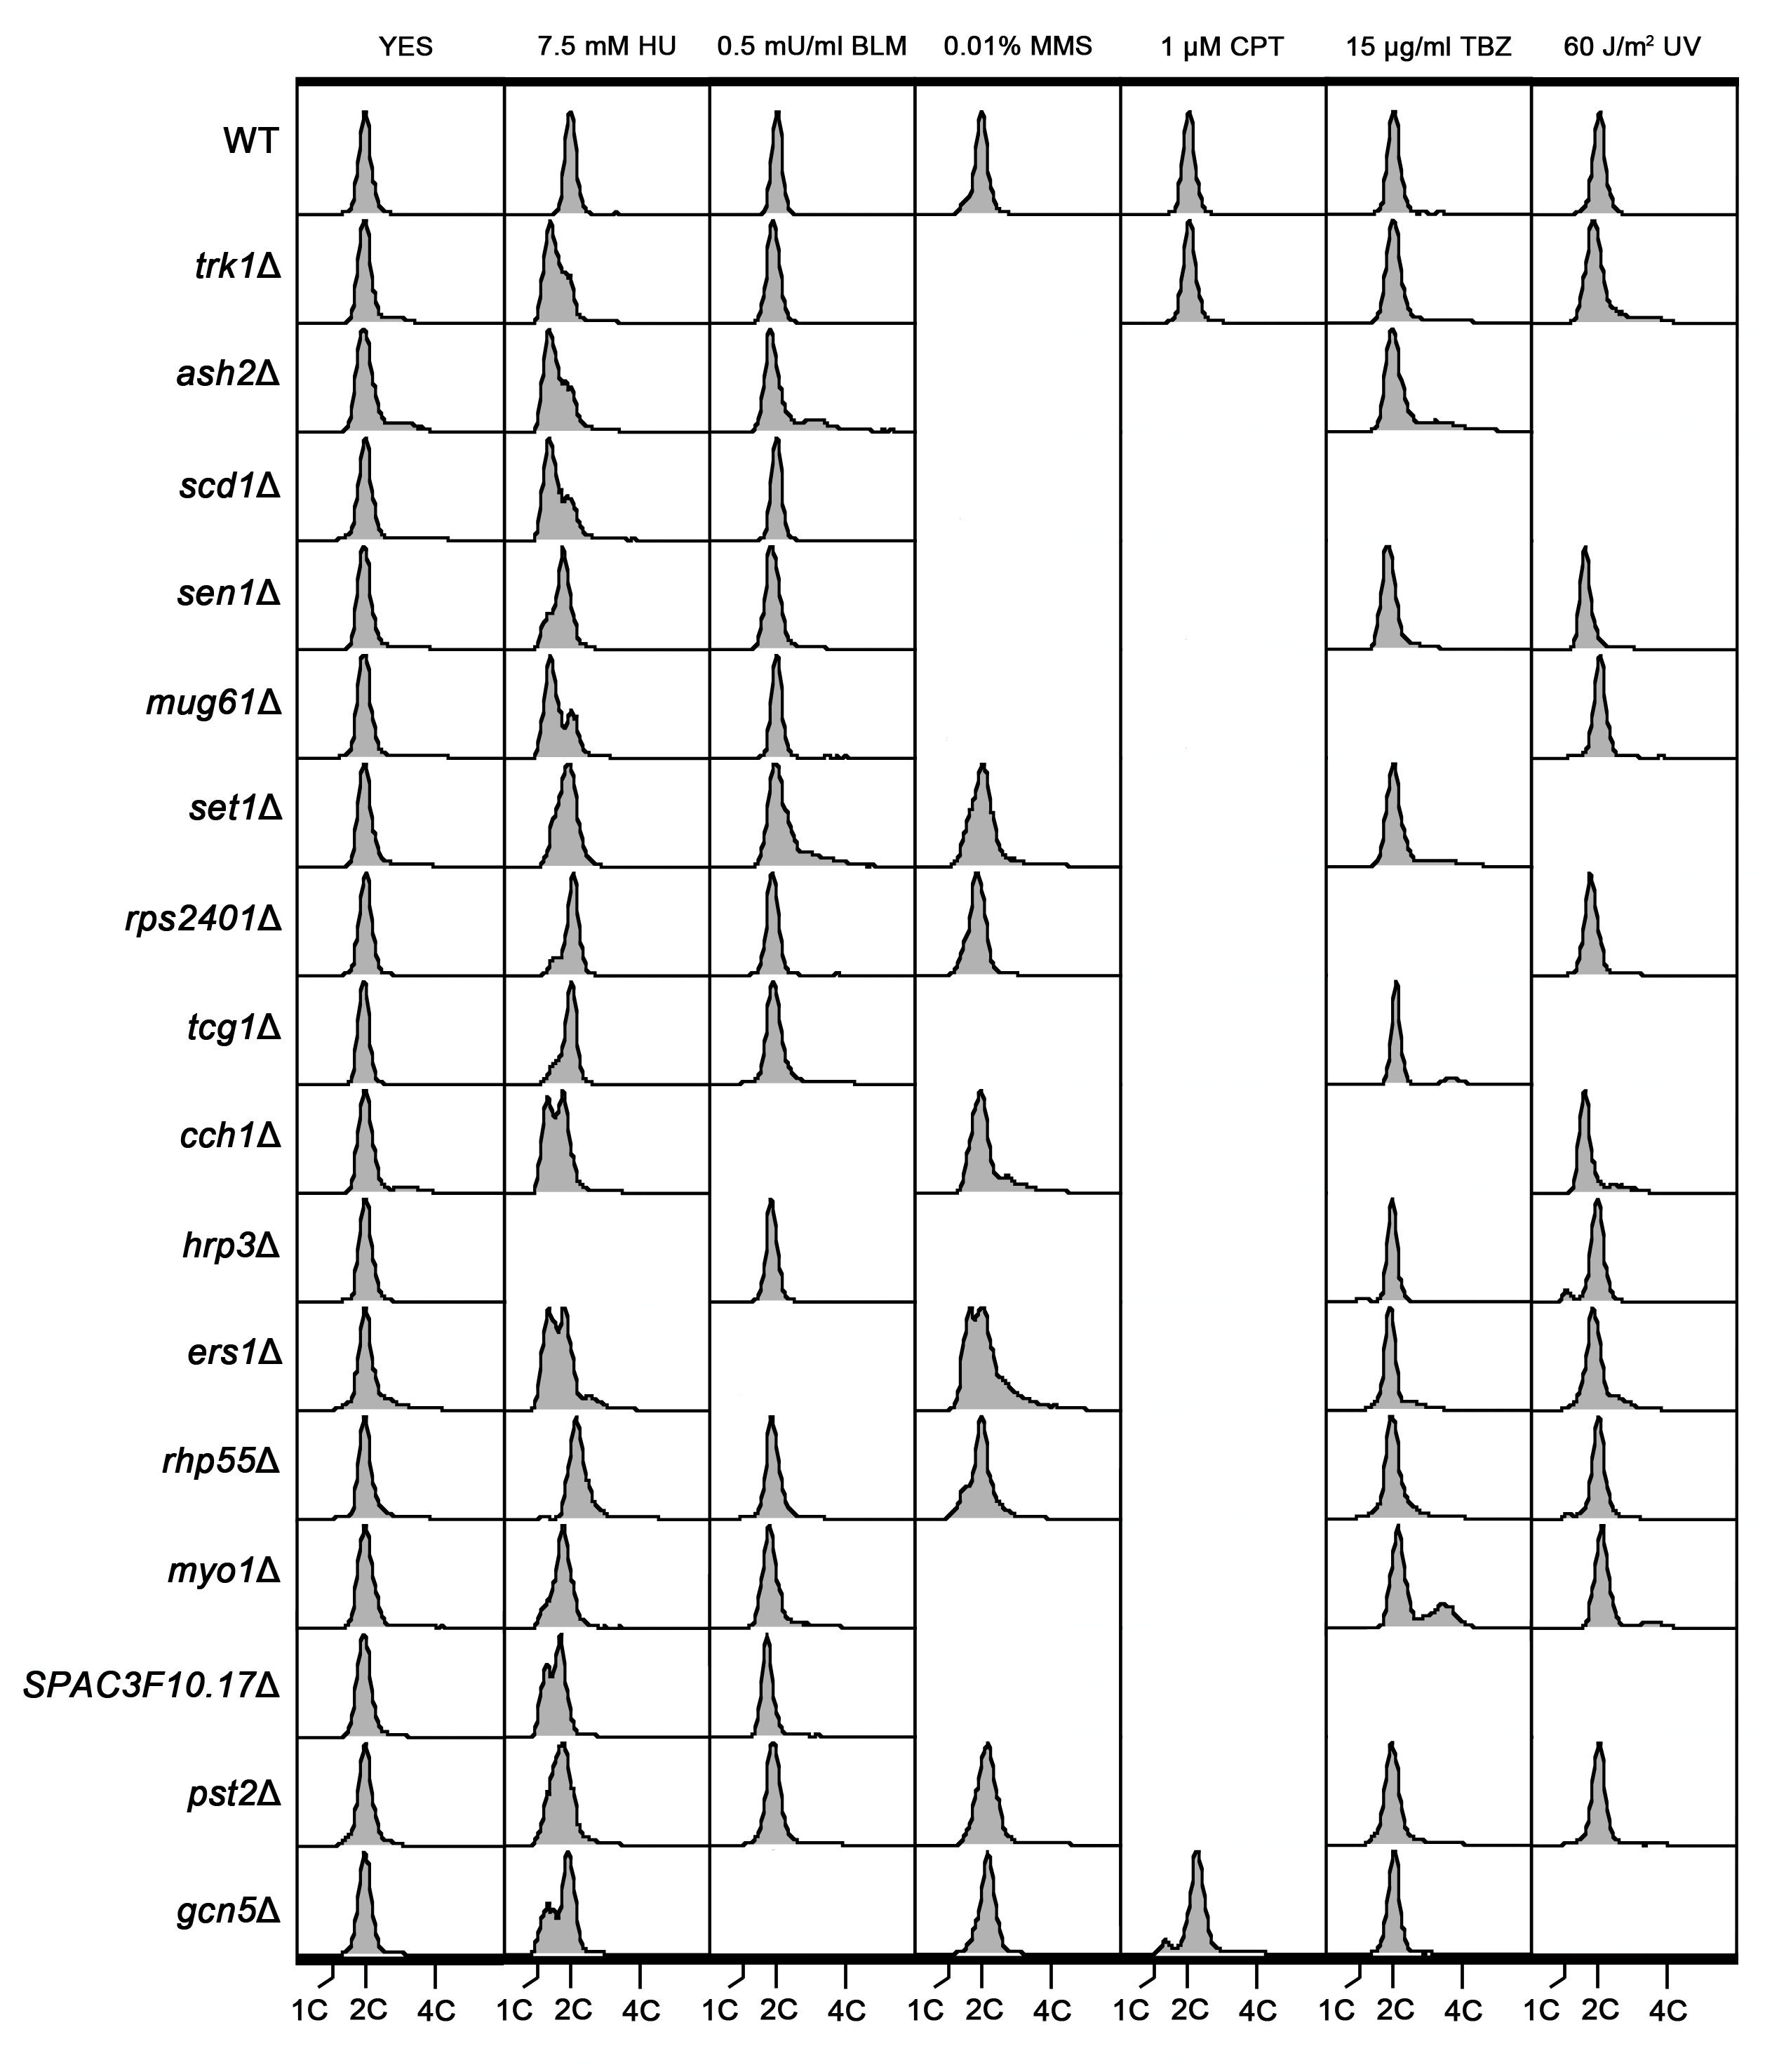

### Figure S3 – Flow cytometry analysis of deletions in “1C” group.

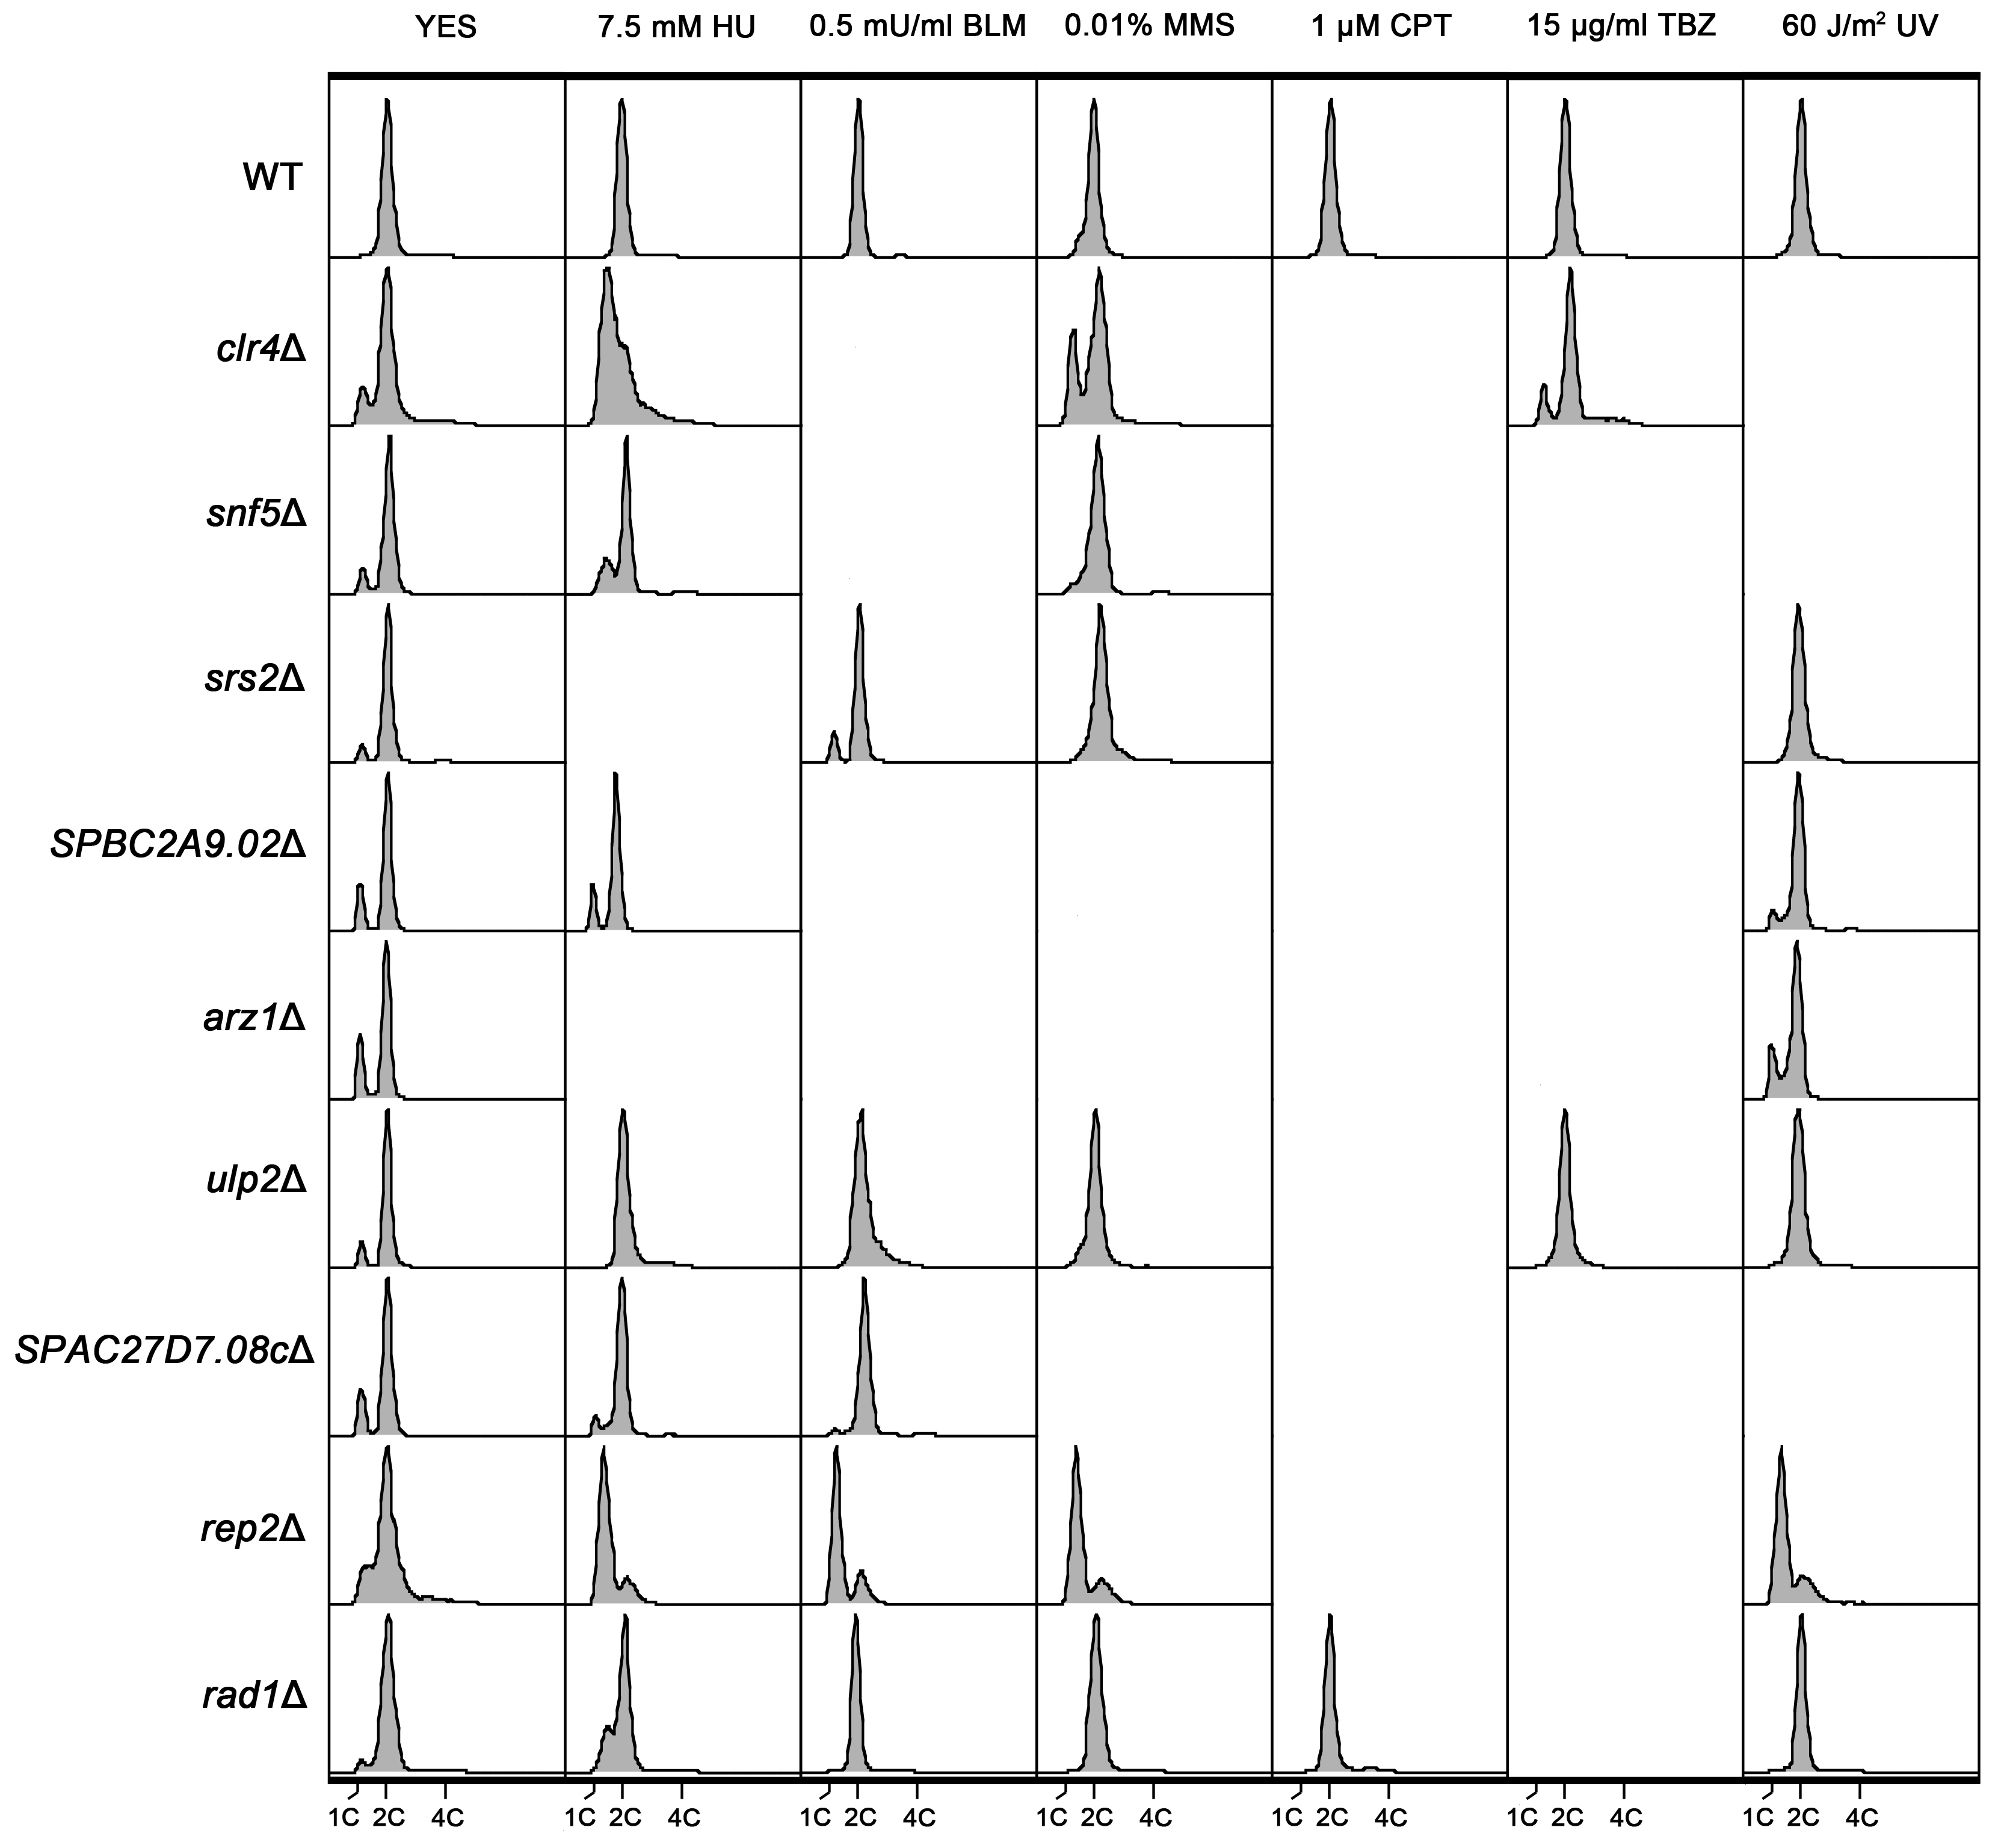

### Figure S4 – Flow cytometry analysis of deletions in “W4C” group.

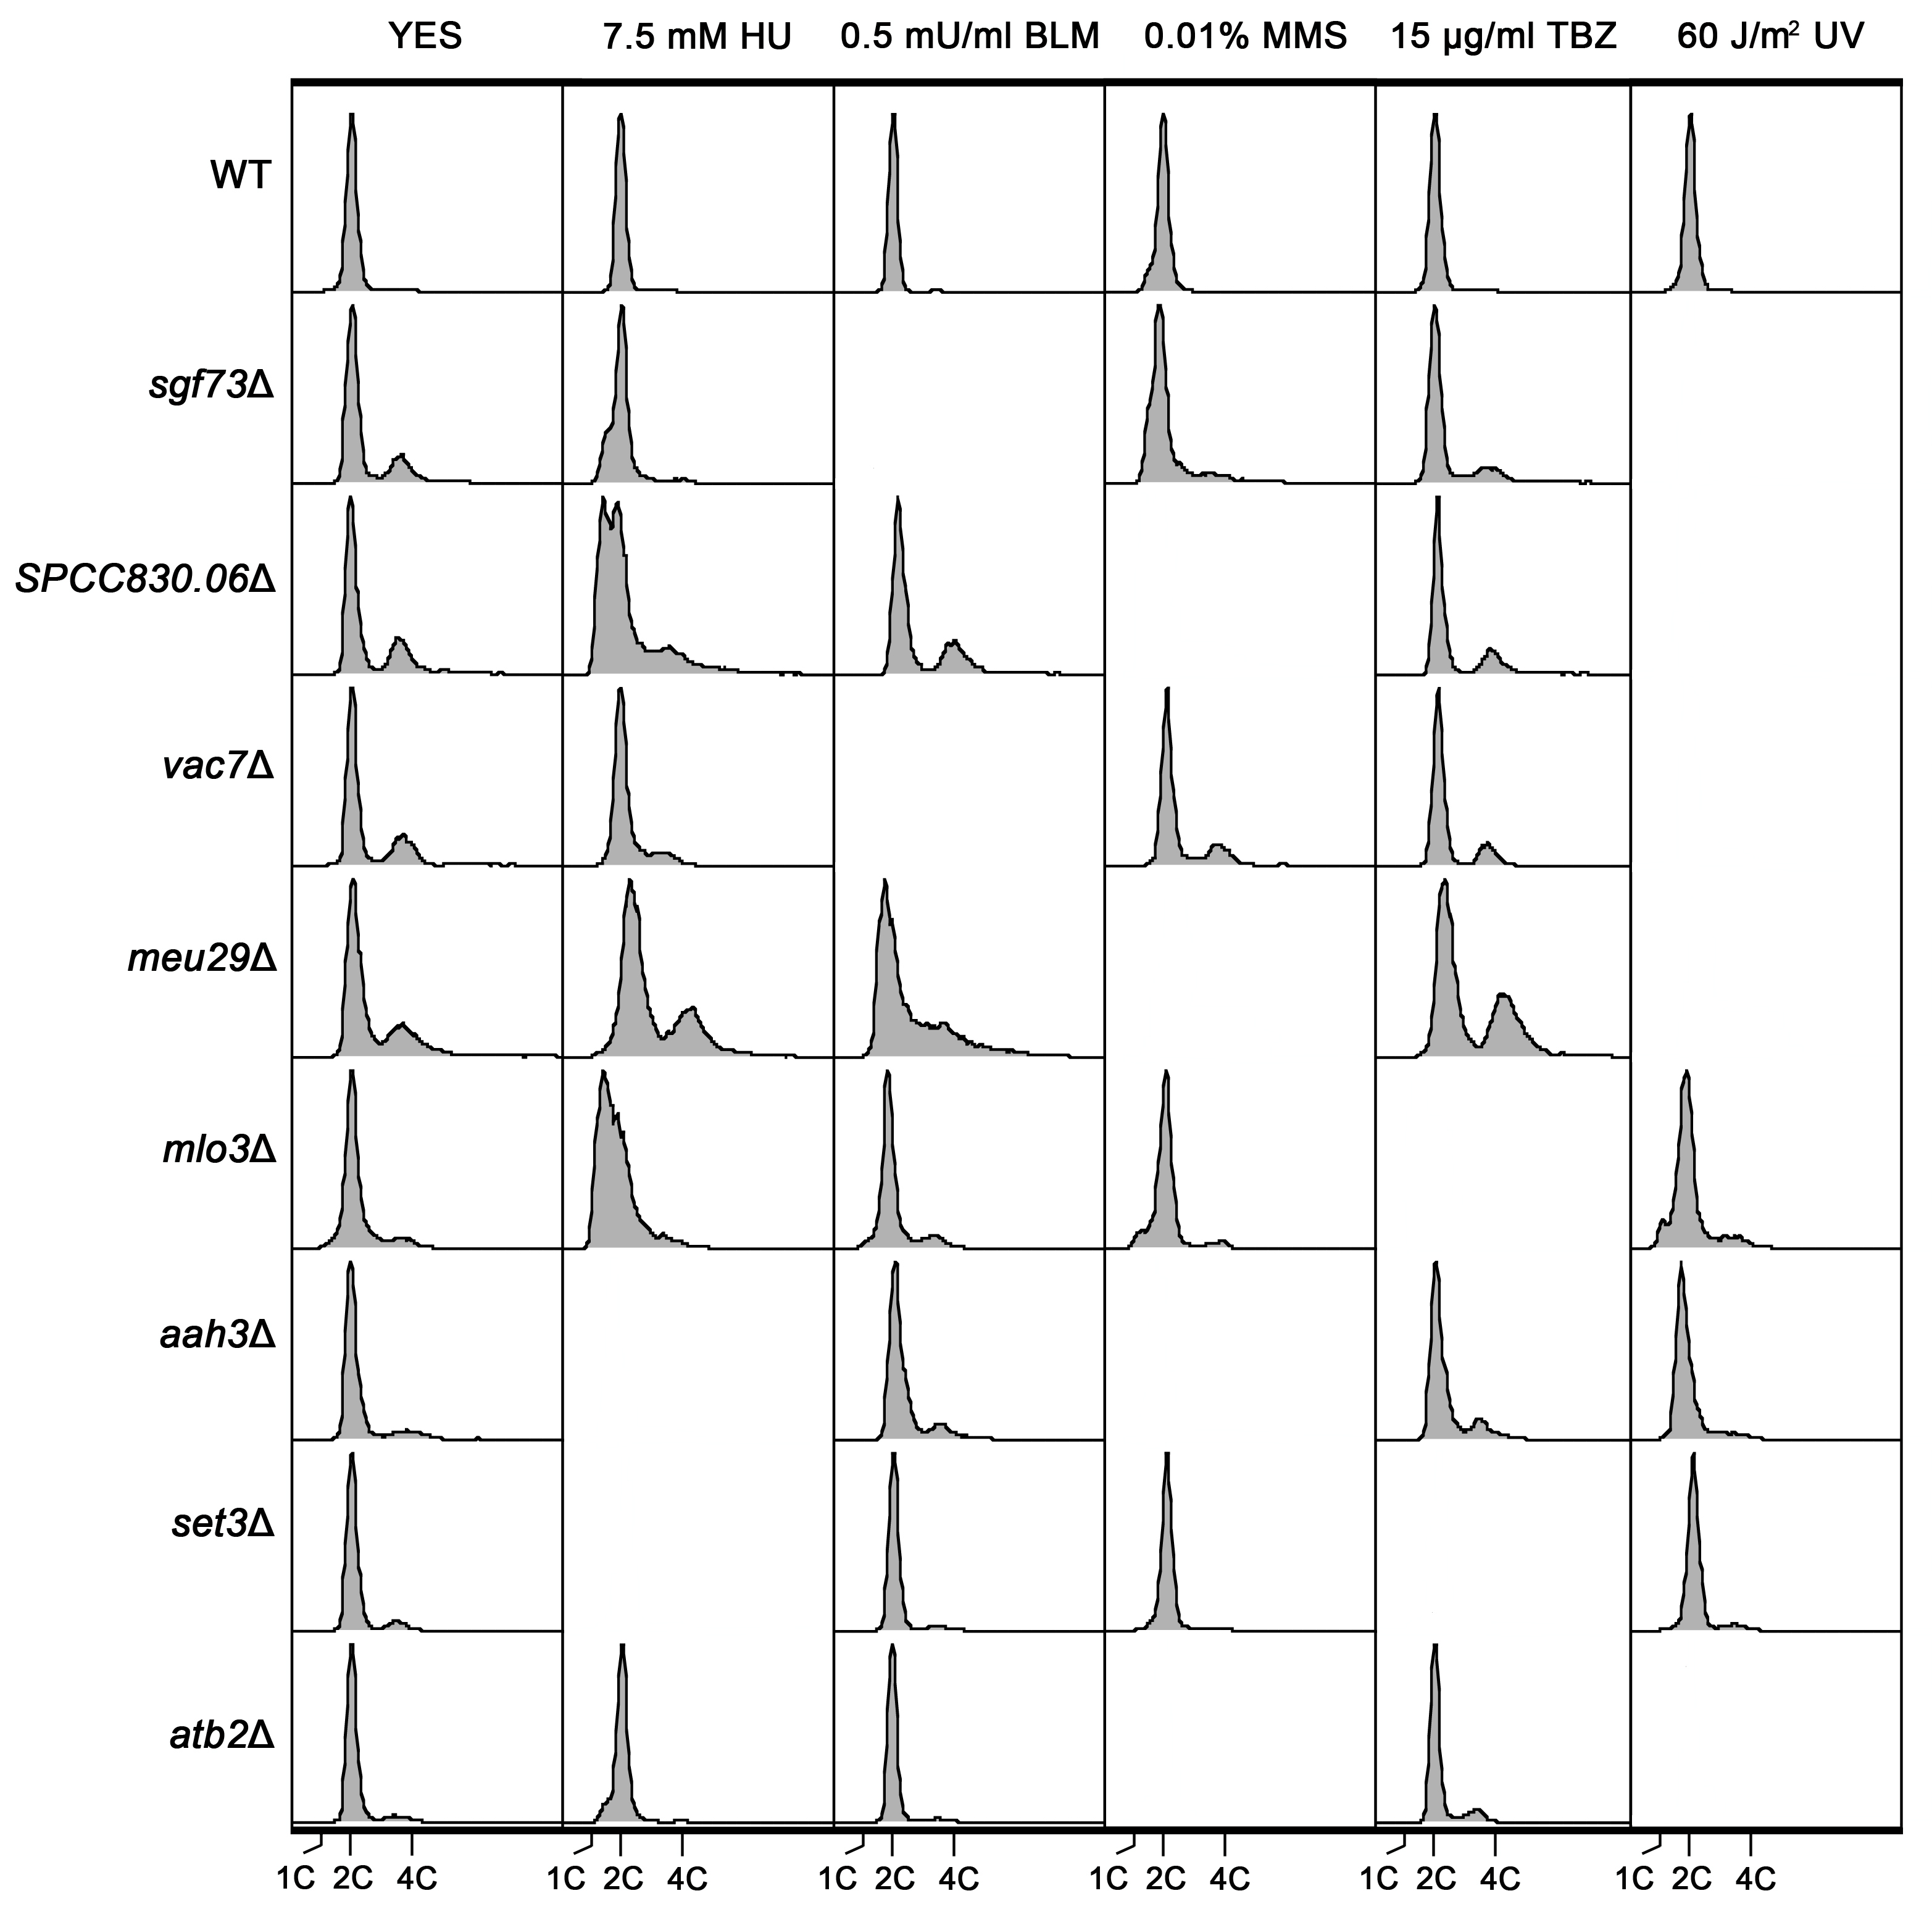

### Figure S5 – Flow cytometry analysis of deletions in “S4C” group.

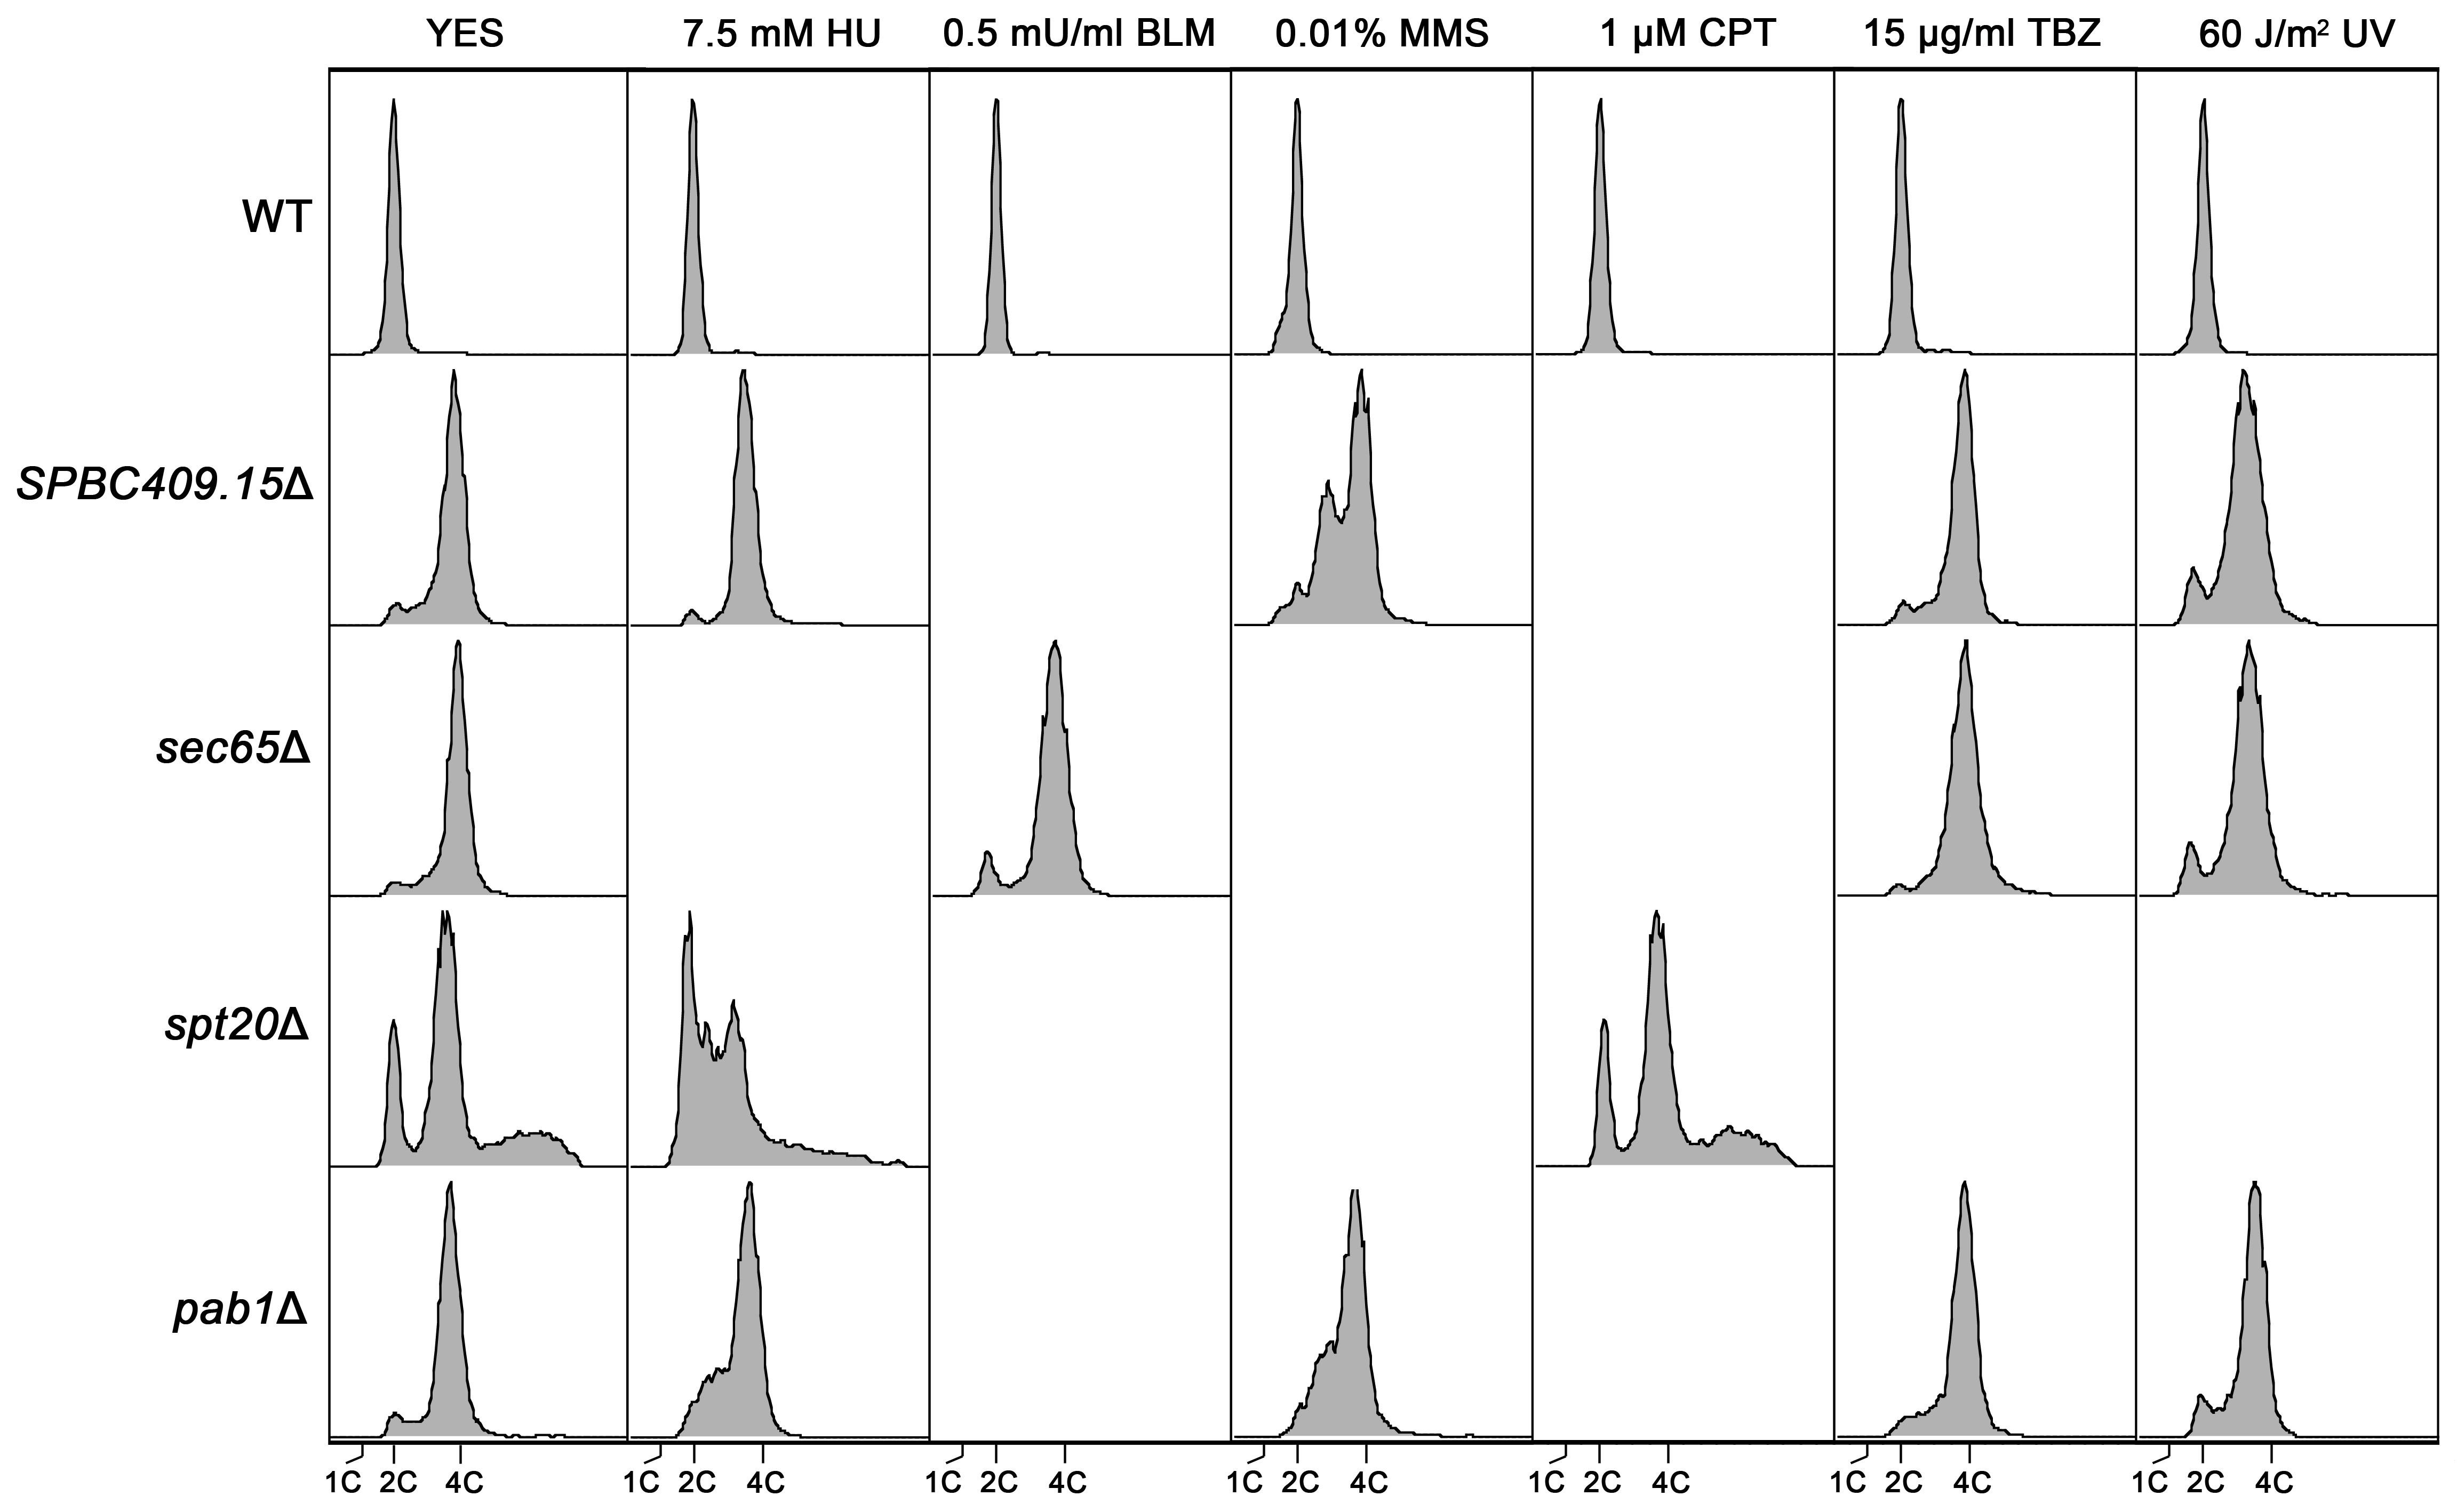

**Supplement:** Additional file 1 — Table S1. List of genes whose deletions exhibited sensitivity to DNA damage reagents during the second round of screen. Table S2. GO profiling of 52 genes whose deletion mutants showed strong sensitivity to DNA damage reagents (P ≤ 0.05). Table S3. Flow cytometry analysis of 37 mutants. Table S4. Primers used for real time PCR analysis in this study. Figure S1. Spot assay of 52 deletions. Exponentially growing cells, WT or deletions, were harvested and 5-fold serial dilutions were spotted on the plates supplemented with DNA damage reagents. The plates were photographed after 3~4 days of incubation at 32°C. Figure S2. Flow cytometry analysis of deletions in “2C” group. Figure S3. Flow cytometry analysis of deletions in “1C” group. Figure S4. Flow cytometry analysis of deletions in “W4C” group. Figure S5. Flow cytometry analysis of deletions in “S4C” group.

How the deposited data were processed for this re-analysis (not part of the article)

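Total RNA from untreated *S. pombe* cells in exponential growth (OD600 of 0.5 to 1.0) was prepared with the RNeasy Mini kit, and biotinylated cRNA made with the GeneChip 3' IVT Express kit was hybridised to Affymetrix Yeast Genome 2.0 arrays, which hold probe sets of *S. pombe* and *S. cerevisiae*. There were 9 arrays, 1 for each of 8 deletions and 1 for WT, and all were used. The log2 values were deposited as normalized signals of single arrays; the labels name MAS5 without its role, and the authors had the data analysed by the Shanghai GeneTech Company. The normalization, its scaling target and the detection calls are not given in the sources used here. The columns had nearly equal distributions, and 2 to the power of a difference from WT gave the ratios of Table 3, so that the values were read as log2 signals and were not normalized again. Deletions were grouped by the cytometry classes of the paper, 2 per class, and those pairs are deletions of different genes, not replicates.

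Of 10928 probe sets, 213 were controls, 5518 had 1 gene symbol in the array annotation, 20 had several and 5177 had none. Entrez IDs were matched to the genes of the assembly ASM294v3, or the symbol where an ID had been retired, which gave 2917 probe sets of 2899 *S. pombe* genes. The assembly of the array design is not named, so that the annotation served only for names and for the neighbours of a gene. Where a gene had several probe sets, 1 was used, by type and then by the highest mean signal, and 3 of those used may detect several genes. Genes without a named probe set, among them *SPAC3F10.17*, *SPAC27D7.08c* and *SPBC2A9.02*, were left out.

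Background was the 95th percentile of 2593 *S. cerevisiae* probe sets on each array, lower signals were raised to it, and a gene was measured where at least 1 of the 2 arrays of a ratio lay above it. Between 98.5% and 99.1% of the genes lay above background on an array. Genes with a ratio to WT of at least 2 or at most 0.5 were counted, without a test, since each genotype had 1 array. For each of 28 gene lists, the median log2 ratio of the measured members was set beside 10000 random lists of the same size, matched on mean signal in 10 bins; no probe set was named for 1 of the lists, of Tf2 retrotransposon genes. Deletions were clustered by uncentred correlation and centroid linkage on genes changed at least 2-fold in 1 deletion or more, centred on the median of the 8 deletions. The mean correlation of the 4 cytometry pairs was compared with all other ways of making 4 pairs of 8 deletions, by a one-sided exact permutation test. Changes shared by pairs of deletions were counted with WT and with the median of the other 6 deletions as the reference, because a common WT array by itself makes ratios correlate.

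The comparisons, the gene lists, the thresholds and 9 alternatives were set before the data were examined. Genes to be named were, by a rule set at the same time, the 10 highest and 10 lowest of each deletion, of the mean over the 8 deletions and of each class against the others, the genes the paper names for the arrays, the deleted genes and the members of the lists; values of Table 3 had been seen. The alternatives were median scaling, quantile normalization, no background floor, background in both arrays, background at the 99th percentile, a pseudocount of 50 signal units, the median of the other 7 deletions as the reference, a 3-fold threshold and the mean of all probe sets of a gene. The clustering was also run on all measured genes, on ratios left uncentred, with centred correlation and with average linkage. Chosen after the data had been seen were the unnamed probe sets, the 1.5-fold threshold for arrays that stand apart, the runs without the arrays labelled *sec65*Δ and *pab1*Δ, the bounds at the percentiles of 2.5 and 97.5 of the random lists, the spread of log2 ratios between the 2 closest arrays, the rules by which lists were singled out, the comparison of the 4 deletions of the W4C and S4C classes, and the tests of technical explanations apart from the genes beside *mfm2*+.

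The procedure was tested on simulated data with 200 genes changed 3-fold or 4-fold in each deletion, of which 100% were called at 2-fold, with 0 unchanged genes called; a list of 20 genes raised by 0.5 log2 units lay at the percentile of 100, and 4 simulated pairs ranked first and were all joined in the tree. The noise in that simulation came from the 2 closest arrays and underestimates the variation between cultures. Changed genes were drawn only from genes well above background. With so little noise, the 100% and the 0 follow from these settings and do not measure the calling on real arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and, for the figures, matplotlib 3.10.9 were used. The cytometry percentages of the paper and the sensitivity screen were not analysed here, and RT-qPCR levels were read by eye from its figures.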

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

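Apart from the test of the genes beside *mfm2*+, all tests of explanations given here were chosen after the results they address had been seen. No condition had 4 or more arrays, so that no array was tested as an outlier.

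A reporter control probe set, which the paper does not discuss, was at 0.544 times background in WT and at 121 to 375 times background in the 8 deletions, while *pab1*+ and *sec65*+ kept 0.609 and 0.679 of their WT level in the arrays labelled with their deletions. The values argue against swapped labels, since *pab1*+ in the array labelled *sec65*Δ and *sec65*+ in the array labelled *pab1*Δ were both at 1.02, and, if the reporter marks the deletions, against cells without any deletion, since it stood at 121 times background or more. An intact copy beside the deleted copy, in a diploid or a mixed culture, may explain both transcripts, because the reporter was at 0.457 and 0.533 of the median of the 6 other deletions, the next being 0.681 in *SPAC3F10.17*Δ; the bounds of this test were set after the values had been seen, and it remains a hypothesis. The paper's cytometry puts untreated *sec65*Δ at 93% 4C and *pab1*Δ at 92%, and the 6 other deletions at 2% to 35%. That content cannot tell a diploid with an intact copy from a deletion strain whose genome doubled. A probe set outside the deleted part of the gene stays open at the 0.679 of *sec65*+, as no probe position or deletion boundary was used here. No biological explanation was tested, because the design names none.

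In *SPAC3F10.17*Δ, *URA3* of *S. cerevisiae* was at 101 times background and *mfm2*+, an M-factor gene, at 27.7 times its WT level, and 3 control probe sets of *URA3* were at 29.1 to 42.1 times background, while all 4 lay below background in the other 8 arrays. *S. cerevisiae* RNA in the sample is argued against by the other *S. cerevisiae* probe sets with signal, whose median log2 ratio was 0.014 and highest 0.52, and cells of M mating type by the M-factor genes *mfm1*+ and *mfm3*+, at ratios of 0.717 and 0.991. A change of the region around *mfm2*+ stays open, since its 4 nearest genes with a named probe set, *tcb3*+, *rpb7*+, *ams1*+ and *amt3*+, were at 0.772, 1.06, 0.851 and 1.40, with *amt3*+ past the bound set for an unchanged region and none past the 2-fold set for a changed one. No biological explanation was tested, because the design names none.

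Genes such as *fet4*+ and *cdt1*+, which lay on the same side of WT in all 8 deletions, would also be seen if the WT array itself deviated in culture, ploidy or hybridisation. In WT, 9 genes lay at least 1.5-fold to one side of all other arrays, with *adg1*+, *cdc22*+, *cdt1*+, *cig2*+, *crs1*+, *mug45*+ and *ste6*+ lower and *fet4*+ and *pyp2*+ higher, and the median count of the 8 deletion arrays was 20.5. This count meets the bound that was stated for a WT array that does not deviate, but the bound was set aside, because counts of deletion arrays hold the effects of their own deletions and the arrays labelled *pab1*Δ and *sec65*Δ, which resemble each other, keep theirs at 0 and 1. For *cdt1*+, the RT-qPCR of the paper (Figure 5C), which does not depend on the array hybridisation, also lies above WT in the 4 deletions it covers, and leaves culture and ploidy open. With 1 WT array, its deviation and an effect shared by all 8 deletions give the same ratios and cannot be told apart.

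The following lists were singled out because the paper does not discuss their genes and their median passed 2-fold, or because both deletions of a class lay opposite to the 6 others. In *meu29*Δ, 17 stress response genes had a median log2 ratio of -1.03. Mating and nitrogen starvation genes, 22 with a named probe set, had medians of 1.11 in *SPAC27D7.08c*Δ and 1.10 in *SPBC2A9.02*Δ. In the 2C class, the mating list lay below WT in both deletions, at -0.16 in the nearer, *SPAC3F10.17*Δ, and above WT in the other 6, at 0.073 in the nearest, the array labelled *sec65*Δ, a difference that was not tested and that with the other 7 deletions as the reference put *meu29*Δ and the arrays labelled *pab1*Δ and *sec65*Δ below 0 as well. Glucose repressed and hexose transporter genes, 12 with a named probe set, lay above WT in both 1C deletions, at 0.23 in the nearer, *SPBC2A9.02*Δ, and below WT in the other 6, at -0.13 in the nearest, *SPAC3F10.17*Δ, which was not tested either and, with the other 7 deletions as the reference, left *SPAC3F10.17*Δ above 0.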

How the results depend on the processing

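The unnamed probe sets, the 1.5-fold threshold, the reference of 5 deletions and the runs without the arrays labelled *sec65*Δ and *pab1*Δ were chosen after the data had been seen; the other alternatives were planned. *pab1*Δ and *sec65*Δ stand here for the arrays with these labels. The results depended above all on the WT array as the reference, which all ratios share: 149 of the values given below come from replacing it by the median of the other 7 deletions, and the cause of these changes was not tested. A gene or list that moves alike in all 8 deletions is lost under that reference by its construction. For a single gene, as many of the 8 deletions lie above that reference as below it, whatever the WT array. The number of genes reversed under it is therefore no test of WT. Signals of 2855 to 2872 genes lay above background, so that background limits *mik1*+ in every deletion and *ash2*+ in its own, and few others.

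Of the counts of changed genes, 57 values stayed within 1.5 times the count reported and 15 did not. At 3-fold, the counts were 30 in *SPAC3F10.17*Δ, 24 in *ash2*Δ, 25 in *SPAC27D7.08c*Δ, 33 in *SPBC2A9.02*Δ, 39 in *meu29*Δ, 58 in *sgf73*Δ, 19 in *pab1*Δ and 15 in *sec65*Δ. Against the median of the other 7 deletions they were 53 in *SPAC3F10.17*Δ, 39 in *ash2*Δ, 71 in *meu29*Δ, 109 in *sgf73*Δ, 6 in *pab1*Δ and 13 in *sec65*Δ. With a pseudocount of 50 signal units, 42 in *ash2*Δ were past 2-fold. With unnamed probe sets included, which are not known to be genes, the counts were 2.18 to 2.95 times those of named genes, so that all 8 were past 1.5 times and come on top of the 15: 94 higher and 161 lower in *SPAC3F10.17*Δ, 62 higher and 99 lower in *ash2*Δ, 114 higher and 32 lower in *SPAC27D7.08c*Δ, 87 higher and 76 lower in *SPBC2A9.02*Δ, 93 higher and 199 lower in *meu29*Δ, 138 higher and 239 lower in *sgf73*Δ, 47 higher and 58 lower in *pab1*Δ and 64 higher and 51 lower in *sec65*Δ. The share of changed genes that were higher moved by over 10 points from 37.5% to 26.5% with the pseudocount, 24.5% against the other 7 deletions and 13.3% at 3-fold in *SPAC3F10.17*Δ, from 32.8% to 44.3% after quantile normalization and 20.8% at 3-fold in *ash2*Δ, from 66.2% to 84.6% against the other 7 deletions in *SPBC2A9.02*Δ, from 35.7% to 22.9% with the pseudocount, 16.9% against the other 7 deletions and 5.13% at 3-fold in *meu29*Δ and from 51.3% to 36.8% at 3-fold in *pab1*Δ.

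Genes at least 2-fold to one side of all other arrays numbered 4 in *SPAC3F10.17*Δ, 9 in *ash2*Δ, 3 in *SPAC27D7.08c*Δ, 3 in *SPBC2A9.02*Δ, 7 in *meu29*Δ, 22 in *sgf73*Δ, 0 in *pab1*Δ, 1 in *sec65*Δ and 1 in WT. These counts became 15 in *SPAC3F10.17*Δ, 26 in *ash2*Δ, 26 in *SPAC27D7.08c*Δ, 7 in *SPBC2A9.02*Δ, 26 in *meu29*Δ, 52 in *sgf73*Δ and 9 in WT at 1.5-fold and 1 in *SPAC3F10.17*Δ, 1 in *ash2*Δ, 0 in *SPAC27D7.08c*Δ, 1 in *SPBC2A9.02*Δ, 3 in *meu29*Δ, 5 in *sgf73*Δ, 0 in *sec65*Δ and 0 in WT at 3-fold. After quantile normalization the count was 5 in *ash2*Δ. The cytometry pairs ranked first of all ways of making 4 pairs under each of the 7 alternatives that keep 8 deletions and can change this rank; average linkage changes only the tree. Without the arrays labelled *sec65*Δ and *pab1*Δ they ranked 1 of 15 ways of making 3 pairs, whose exact p of 0.0667 is the smallest that 15 ways allow.

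Over all alternatives, the median log2 ratio of a list kept its sign and its side of the percentile bounds in 1643 values, lost its place beyond the bounds in 72, gained one in 41, changed sign without having lain beyond the bounds in 90 and was reversed in 44. Against the median of the other 7 deletions, these medians were reversed: MBF and G1/S genes -0.34 in *SPAC27D7.08c*Δ, -0.18 in *SPBC2A9.02*Δ; cell separation genes -0.042 in *SPAC3F10.17*Δ, -0.86 in *SPAC27D7.08c*Δ, -0.84 in *SPBC2A9.02*Δ, -0.21 in *meu29*Δ, -0.43 in *sgf73*Δ; mitosis genes -0.027 in *SPAC27D7.08c*Δ; DNA replication genes -0.058 in *ash2*Δ; histone genes -0.13 in *SPAC3F10.17*Δ, -0.066 in *ash2*Δ, -0.069 in *SPAC27D7.08c*Δ, -0.030 in *meu29*Δ; stress response genes 0.029 in *SPBC2A9.02*Δ, 0.015 in *pab1*Δ, 0.083 in *sec65*Δ; meiosis genes -0.048 in *SPBC2A9.02*Δ, -0.084 in *pab1*Δ, -0.042 in *sec65*Δ; iron and copper genes 0.16 in *sec65*Δ; secretory pathway and SRP genes -0.038 in *SPBC2A9.02*Δ; Table 3 replication genes -0.56 in *SPAC27D7.08c*Δ, -0.31 in *SPBC2A9.02*Δ; Table 3 cytokinesis genes -0.035 in *SPAC3F10.17*Δ, -0.26 in *SPBC2A9.02*Δ, -0.18 in *pab1*Δ. These kept their sign but no longer lay beyond the bounds: MBF and G1/S genes 0.028 in *SPAC3F10.17*Δ, 0.22 in *sgf73*Δ; mitosis genes 0.049 in *pab1*Δ; contractile ring and septum genes 0.0093 in *sec65*Δ; DNA replication genes 0.13 in *SPAC3F10.17*Δ, 0.11 in *meu29*Δ, 0.063 in *sgf73*Δ, 0.013 in *pab1*Δ, 0.034 in *sec65*Δ; histone genes 0.030 in *sgf73*Δ, 0.040 in *sec65*Δ; chaperone genes -0.071 in *SPAC3F10.17*Δ; meiosis genes 0.26 in *SPAC27D7.08c*Δ; ribosomal protein genes -0.012 in *ash2*Δ, -0.032 in *SPBC2A9.02*Δ; proteasome genes 0.039 in *sec65*Δ; glucose repressed and hexose transporter genes -0.049 in *ash2*Δ; phosphate genes 0.16 in *meu29*Δ; iron and copper genes -0.10 in *SPAC3F10.17*Δ, -0.10 in *sgf73*Δ, -0.033 in *pab1*Δ; purine synthesis genes 0.15 in *meu29*Δ; cell wall genes -0.047 in *SPAC3F10.17*Δ, -0.036 in *SPAC27D7.08c*Δ; secretory pathway and SRP genes 0.15 in *meu29*Δ; Table 3 replication genes 0.15 in *SPAC3F10.17*Δ, 0.28 in *sgf73*Δ; Table 3 cytokinesis genes 0.035 in *sec65*Δ. These came to lie beyond the bounds: septation initiation network 0.13 in *sec65*Δ; DNA replication genes -0.14 in *SPAC27D7.08c*Δ; ribosomal protein genes 0.054 in *meu29*Δ; ribosome biogenesis genes 0.17 in *SPAC3F10.17*Δ; respiratory chain genes 0.19 in *SPAC3F10.17*Δ, 0.033 in *SPBC2A9.02*Δ; glycolysis genes 0.064 in *SPBC2A9.02*Δ, -0.050 in *meu29*Δ; phosphate genes -0.49 in *SPAC3F10.17*Δ; purine synthesis genes 0.19 in *SPAC3F10.17*Δ, 0.072 in *sec65*Δ; cell wall genes 0.13 in *ash2*Δ; secretory pathway and SRP genes -0.26 in *SPAC27D7.08c*Δ; subtelomeric genes -0.36 in *SPAC3F10.17*Δ, -0.57 in *sgf73*Δ, -0.12 in *sec65*Δ. These were not beyond the bounds in WT-based ratios and changed sign: MBF and G1/S genes -0.24 in *meu29*Δ; mitosis genes -0.016 in *SPAC3F10.17*Δ, -0.12 in *SPBC2A9.02*Δ, -0.23 in *meu29*Δ, -0.11 in *sgf73*Δ; contractile ring and septum genes -0.035 in *SPAC3F10.17*Δ, -0.031 in *SPAC27D7.08c*Δ, -0.051 in *sgf73*Δ; DNA replication genes -0.13 in *SPBC2A9.02*Δ; DNA damage checkpoint and repair genes -0.0090 in *meu29*Δ, -0.030 in *pab1*Δ; stress response genes 0.11 in *ash2*Δ, 0.33 in *SPAC27D7.08c*Δ; chaperone genes 0.0098 in *sec65*Δ; mating and nitrogen starvation genes -0.16 in *meu29*Δ, -0.079 in *pab1*Δ, -0.10 in *sec65*Δ; meiosis genes -0.083 in *SPAC3F10.17*Δ, -0.18 in *ash2*Δ; proteasome genes -0.041 in *SPBC2A9.02*Δ, -0.082 in *sgf73*Δ; glycolysis genes 0.0037 in *sec65*Δ; glucose repressed and hexose transporter genes 0.15 in *SPAC3F10.17*Δ; phosphate genes -0.23 in *SPBC2A9.02*Δ, -0.16 in *sgf73*Δ; iron and copper genes 0.28 in *SPAC27D7.08c*Δ; purine synthesis genes -0.012 in *ash2*Δ; cell wall genes 0.0054 in *SPBC2A9.02*Δ, -0.066 in *sgf73*Δ, -0.033 in *pab1*Δ; secretory pathway and SRP genes -0.081 in *ash2*Δ, -0.010 in *pab1*Δ, -0.059 in *sec65*Δ; SAGA and Set1 complex genes 0.015 in *SPAC27D7.08c*Δ, 0.016 in *sgf73*Δ, -0.038 in *sec65*Δ; Table 3 replication genes -0.17 in *meu29*Δ; Table 3 cytokinesis genes -0.31 in *SPAC27D7.08c*Δ.

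Against the median of the other 5 deletions, without WT and the arrays labelled *sec65*Δ and *pab1*Δ, these were reversed: MBF and G1/S genes -0.33 in *SPAC27D7.08c*Δ; cell separation genes -0.44 in *SPAC27D7.08c*Δ, -0.41 in *SPBC2A9.02*Δ, -0.0067 in *sgf73*Δ; DNA replication genes -0.053 in *ash2*Δ; histone genes -0.11 in *SPAC3F10.17*Δ, -0.016 in *ash2*Δ, -0.026 in *SPAC27D7.08c*Δ, -0.012 in *meu29*Δ; stress response genes 0.045 in *SPBC2A9.02*Δ; meiosis genes -0.12 in *SPBC2A9.02*Δ; secretory pathway and SRP genes -0.10 in *SPBC2A9.02*Δ; Table 3 replication genes -0.45 in *SPAC27D7.08c*Δ, -0.21 in *SPBC2A9.02*Δ; Table 3 cytokinesis genes -0.082 in *SPAC3F10.17*Δ, -0.44 in *SPBC2A9.02*Δ. No longer beyond the bounds were: MBF and G1/S genes 0.11 in *SPAC3F10.17*Δ, 0.038 in *SPBC2A9.02*Δ, 0.27 in *sgf73*Δ; cell separation genes 0.095 in *meu29*Δ; mitosis genes 0.022 in *SPAC27D7.08c*Δ; septation initiation network -0.12 in *meu29*Δ; DNA replication genes 0.055 in *sgf73*Δ; histone genes 0.037 in *sgf73*Δ; stress response genes -0.045 in *SPAC3F10.17*Δ; chaperone genes -0.058 in *SPAC3F10.17*Δ; meiosis genes 0.23 in *SPAC27D7.08c*Δ, 0.22 in *meu29*Δ, 0.33 in *sgf73*Δ; phosphate genes -0.33 in *SPAC27D7.08c*Δ, 0.23 in *meu29*Δ; iron and copper genes -0.10 in *SPAC3F10.17*Δ, -0.10 in *sgf73*Δ; cell wall genes -0.048 in *SPAC27D7.08c*Δ; secretory pathway and SRP genes 0.12 in *meu29*Δ, 0.14 in *sgf73*Δ; Table 3 replication genes 0.16 in *SPAC3F10.17*Δ; Table 3 cytokinesis genes 0.19 in *ash2*Δ, 0.48 in *meu29*Δ, 0.56 in *sgf73*Δ. Newly beyond the bounds were: contractile ring and septum genes 0.049 in *SPBC2A9.02*Δ, -0.099 in *meu29*Δ; DNA replication genes -0.18 in *SPAC27D7.08c*Δ; mating and nitrogen starvation genes 0.22 in *sgf73*Δ; ribosomal protein genes 0.053 in *meu29*Δ; ribosome biogenesis genes 0.18 in *SPAC3F10.17*Δ, -0.18 in *ash2*Δ, -0.22 in *SPBC2A9.02*Δ; respiratory chain genes 0.12 in *SPAC3F10.17*Δ; glycolysis genes 0.084 in *ash2*Δ, 0.097 in *SPBC2A9.02*Δ; phosphate genes -0.33 in *SPAC3F10.17*Δ; purine synthesis genes 0.22 in *SPAC3F10.17*Δ; cell wall genes 0.15 in *ash2*Δ; secretory pathway and SRP genes -0.29 in *SPAC27D7.08c*Δ; subtelomeric genes -0.57 in *SPAC3F10.17*Δ, -0.57 in *sgf73*Δ. Changed in sign, from within the bounds, were: MBF and G1/S genes -0.20 in *meu29*Δ; mitosis genes -0.11 in *SPBC2A9.02*Δ, -0.21 in *meu29*Δ, -0.041 in *sgf73*Δ; contractile ring and septum genes -0.033 in *SPAC3F10.17*Δ, -0.024 in *SPAC27D7.08c*Δ, -0.043 in *sgf73*Δ; DNA replication genes -0.16 in *SPBC2A9.02*Δ; stress response genes 0.19 in *ash2*Δ, 0.50 in *SPAC27D7.08c*Δ; mating and nitrogen starvation genes -0.38 in *meu29*Δ; meiosis genes -0.32 in *SPAC3F10.17*Δ, -0.28 in *ash2*Δ; proteasome genes -0.019 in *SPBC2A9.02*Δ, -0.054 in *sgf73*Δ; respiratory chain genes -0.068 in *SPBC2A9.02*Δ; glucose repressed and hexose transporter genes 0.023 in *SPAC3F10.17*Δ; phosphate genes -0.066 in *SPBC2A9.02*Δ; iron and copper genes 0.28 in *SPAC27D7.08c*Δ; purine synthesis genes -0.053 in *ash2*Δ, 0.067 in *sgf73*Δ; cell wall genes -0.10 in *sgf73*Δ; secretory pathway and SRP genes -0.095 in *ash2*Δ; SAGA and Set1 complex genes 0.0050 in *SPAC27D7.08c*Δ, 0.055 in *sgf73*Δ; subtelomeric genes -0.041 in *meu29*Δ; Table 3 replication genes -0.044 in *meu29*Δ; Table 3 cytokinesis genes -0.51 in *SPAC27D7.08c*Δ.

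With genes above background in both arrays, these were no longer beyond the bounds: meiosis genes 0.13 in *SPBC2A9.02*Δ. With genes above background in both arrays, these were changed in sign, from within the bounds: meiosis genes -0.034 in *ash2*Δ; subtelomeric genes 0.030 in *SPAC3F10.17*Δ. With background at the 99th percentile, these were no longer beyond the bounds: meiosis genes 0.11 in *SPBC2A9.02*Δ, 0.17 in *sec65*Δ. With background at the 99th percentile, these were changed in sign, from within the bounds: meiosis genes -0.00054 in *SPAC3F10.17*Δ; subtelomeric genes 0.015 in *ash2*Δ. With all probe sets of a gene averaged, these were no longer beyond the bounds: MBF and G1/S genes 0.20 in *SPAC27D7.08c*Δ. With all probe sets of a gene averaged, these were changed in sign, from within the bounds: subtelomeric genes 0.17 in *sec65*Δ. After median scaling, these were reversed: ribosomal protein genes -0.0043 in *SPAC3F10.17*Δ, 0.019 in *ash2*Δ. After median scaling, these were changed in sign, from within the bounds: contractile ring and septum genes -0.046 in *SPAC3F10.17*Δ; septation initiation network 0.010 in *ash2*Δ; chaperone genes -0.020 in *meu29*Δ; ribosomal protein genes -0.00040 in *pab1*Δ; proteasome genes -0.0010 in *sgf73*Δ; glycolysis genes -0.0016 in *pab1*Δ; SAGA and Set1 complex genes -0.027 in *sec65*Δ; subtelomeric genes 0.011 in *ash2*Δ. Without the background floor, these were no longer beyond the bounds: DNA replication genes 0.066 in *ash2*Δ. Without the background floor, these were newly beyond the bounds: Table 3 replication genes 0.39 in *meu29*Δ. Without the background floor, these were changed in sign, from within the bounds: meiosis genes -0.0018 in *ash2*Δ. With a pseudocount of 50 signal units, these were no longer beyond the bounds: meiosis genes 0.10 in *SPBC2A9.02*Δ, 0.36 in *sgf73*Δ; Table 3 replication genes 0.18 in *SPAC27D7.08c*Δ. With a pseudocount of 50 signal units, these were newly beyond the bounds: phosphate genes 0.23 in *SPBC2A9.02*Δ. After quantile normalization, these were no longer beyond the bounds: contractile ring and septum genes 0.091 in *ash2*Δ, 0.073 in *sec65*Δ; DNA replication genes 0.097 in *ash2*Δ; histone genes 0.14 in *SPAC3F10.17*Δ; chaperone genes -0.11 in *SPAC3F10.17*Δ, -0.13 in *SPAC27D7.08c*Δ; ribosomal protein genes 0 in *ash2*Δ, -0.030 in *SPAC27D7.08c*Δ, 0.050 in *sgf73*Δ, -0.0061 in *sec65*Δ; secretory pathway and SRP genes 0.084 in *SPBC2A9.02*Δ; Table 3 replication genes 0.14 in *SPAC27D7.08c*Δ. After quantile normalization, these were newly beyond the bounds: mitosis genes 0.24 in *SPAC3F10.17*Δ; stress response genes -0.11 in *ash2*Δ; glucose repressed and hexose transporter genes -0.22 in *SPAC3F10.17*Δ, -0.43 in *sgf73*Δ; phosphate genes -0.40 in *SPAC3F10.17*Δ, 0.23 in *SPBC2A9.02*Δ. After quantile normalization, these were changed in sign, from within the bounds: septation initiation network 0.050 in *ash2*Δ; chaperone genes -0.0070 in *meu29*Δ; meiosis genes -0.039 in *SPAC3F10.17*Δ; proteasome genes -0.0032 in *SPBC2A9.02*Δ; respiratory chain genes -0.0085 in *SPBC2A9.02*Δ; cell wall genes -0.0019 in *meu29*Δ, -0.066 in *sgf73*Δ; SAGA and Set1 complex genes -0.034 in *SPAC3F10.17*Δ, -0.036 in *pab1*Δ, -0.013 in *sec65*Δ. The cause of these changes was not tested.

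Of the log2 ratios of single genes, taken only in the deletions for which the text gives or describes a gene, 1386 values moved by less than 0.144, the spread of log2 ratios between the arrays labelled *pab1*Δ and *sec65*Δ, which underestimates the noise; 248 moved further without a change of sign or from a ratio under 2-fold, and 35 were reversed, all against the median of the other 7 deletions: *eng1*+ -0.042 in *SPAC3F10.17*Δ, -0.48 in *sgf73*Δ; *cdt1*+ -0.31 in *SPBC2A9.02*Δ, -0.35 in *meu29*Δ, -0.36 in *sgf73*Δ; *cdc22*+ -0.12 in *SPAC3F10.17*Δ, -0.30 in *SPBC2A9.02*Δ, -0.17 in *meu29*Δ; *cdt2*+ -0.22 in *sec65*Δ; *slp1*+ -0.016 in *SPAC3F10.17*Δ; *fet4*+ 1.03 in *SPAC3F10.17*Δ, 0.19 in *ash2*Δ, 0.13 in *SPAC27D7.08c*Δ, 0.54 in *sec65*Δ; *adg1*+ -0.42 in *meu29*Δ, -0.43 in *sgf73*Δ; *adg2*+ -0.21 in *meu29*Δ; *gut2*+ 0.24 in *sec65*Δ; *fbp1*+ 0.0034 in *pab1*Δ; *fio1*+ 1.22 in *SPAC27D7.08c*Δ, 0.052 in *sgf73*Δ, 0.54 in *sec65*Δ; *mfm2*+ -0.79 in *ash2*Δ, -0.54 in *pab1*Δ, -0.70 in *sec65*Δ; *lsd90*+ 0.52 in *SPBC2A9.02*Δ, 0.51 in *sgf73*Δ, 0.39 in *sec65*Δ; *mug108*+ 0.90 in *ash2*Δ, 0.91 in *SPBC2A9.02*Δ, 0.19 in *sec65*Δ; *pyp2*+ 0.81 in *ash2*Δ, 0.41 in *pab1*Δ, 0.83 in *sec65*Δ; *hsp16*+ 0.0098 in *sec65*Δ.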

Differences from the paper's values

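The alternatives named here were set before the data were examined, except the run without the arrays labelled *sec65*Δ and *pab1*Δ, which was chosen after the values had been seen.

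Of the 136 ratios of Table 3 with a named probe set, 128, all those above background in both arrays, equalled those of the paper when rounded to 2 significant digits. The other 8, of *mik1*+, are bounds set by the background, and differed from those of the paper by at most 1.39 times.

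Levels relative to WT in RT-qPCR were set beside those of the arrays, which are another assay with 1 array per genotype. Only levels that differed by more than 1.5 times are listed here, and the others that were read lay within it. Of the 8 alternatives, the median of the other 7 deletions gives no level relative to WT, so that its values and the RT-qPCR levels are unlike measures. The level of *abp1*+ in *SPBC2A9.02*Δ was 0.428 of WT, while the RT-qPCR of the paper shows about 0.26 in Fig. 4A, read by eye, which none of the 8 alternatives brought within 1.5 times. For *abp2*+ in *SPAC27D7.08c*Δ the array gave 0.499 and the paper about 0.32 in Fig. 4A, and the gap was within 1.5 times under quantile normalization, at 0.396, and not under the other 7 alternatives. For *eng1*+ in *sgf73*Δ the array gave 3.0538 and the paper about 2.0 in Fig. 5B, and the gap was within 1.5 times under a pseudocount of 50 signal units, at 2.83, and not under the other 7 alternatives. For *cdc18*+ in *meu29*Δ the array gave 1.24 and the paper about 2.9 in Fig. 5C, which none of the 8 alternatives brought within 1.5 times. For *cdt1*+ in *sgf73*Δ the array gave 2.22 and the paper about 1.4 in Fig. 5C, and the gap was within 1.5 times under quantile normalization, at 2.08 and a pseudocount of 50 signal units, at 1.96, and not under the other 6 alternatives. For *cdt1*+ in the array labelled *sec65*Δ the array gave 3.50 and the paper about 1.9 in Fig. 5C. None of the 7 alternatives that keep WT as the reference brought this gap within 1.5 times. The ratio of 1.53 to the median of the other 7 deletions has another reference and does not close the gap. For *cdt1*+ in the array labelled *pab1*Δ the array gave 3.33 and the paper about 1.6 in Fig. 5C. Here too, none of the 7 alternatives that keep WT brought the gap within 1.5 times, and the 1.45 against the other 7 deletions has another reference.

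The paper states that the clustering of the arrays matched all 4 cytometry classes, and its Figure 3 draws *SPAC3F10.17*Δ and *ash2*Δ as a pair. Here 3 of the 4 classes were joined directly and the 2C class was not, although the mean correlation of the 4 pairs was the highest of all pairings. No setting joined all 4. The 2C pair was joined without the arrays labelled *sec65*Δ and *pab1*Δ, a run in which the W4C pair was not. The paper states that the affected genes were enriched for cytokinesis and DNA replication, without a test in its text. The median log2 ratio of G1/S genes was 0.20 to 0.91 and that of cell separation genes 0.41 to 1.57, but that of contractile ring and septum genes was -0.044 to 0.091. For DNA replication genes the median was -0.0020 to 0.32. Members of that list were 2-fold higher more often than in random lists in all deletions but *SPAC27D7.08c*Δ, for example 3 beside a mean of 0.36 in *ash2*Δ. A median shows the shift of a list, not the number of its members past 2-fold. These lists hold genes of Table 3 and are not independent of it. The paper states that *cdc18*+ was up-regulated in the 4 deletions of the W4C and S4C classes. On the arrays it was above WT in all 4 and reached 2-fold in *sgf73*Δ alone, while the RT-qPCR shows about 2.9 in *meu29*Δ.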

Other observations

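The lists were fixed in advance, the genes named from them here were chosen after their values had been seen, and no explanation was tested. A list is called higher or lower where its median lay outside the middle 95% of the random lists of matched signal.

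*ste11*+, the transcription factor gene of the mating response, had log2 ratios of 1.39 in *SPAC27D7.08c*Δ, 1.35 in *SPBC2A9.02*Δ and 1.14 in *sgf73*Δ, and of -1.67 in *SPAC3F10.17*Δ and -0.96 in *ash2*Δ. It was at -0.93 and -0.73 in the arrays labelled *sec65*Δ and *pab1*Δ, and at 0.0073 in *meu29*Δ. *mei2*+, a regulator of meiosis, was at 1.09 and 1.29 in the 1C deletions and at -1.73 and -2.24 in the 2C deletions *SPAC3F10.17*Δ and *ash2*Δ. Its low values were not limited to the 2C class, with -1.10 and -0.68 in the arrays labelled *sec65*Δ and *pab1*Δ and -0.90 in *meu29*Δ, beside 0.35 in *sgf73*Δ. *rgs1*+, of pheromone signalling, was at 2.27 and 2.80 in the 1C deletions and at 1.51 in *sgf73*Δ. *isp5*+, an amino acid permease gene, was at 1.51 and 2.22 in the 1C deletions and at -2.42 in *sgf73*Δ. Of the mating and nitrogen starvation genes, 12 in *SPAC27D7.08c*Δ, 11 in *SPBC2A9.02*Δ and 7 in *sgf73*Δ were at least 2-fold higher, and 0, 0 and 3 at least 2-fold lower, as were 5 in *SPAC3F10.17*Δ; the median in *sgf73*Δ was 0.18. Of 20 meiosis genes, 16 to 18 were measured, with medians of 0.0085 to 0.60, higher in 6 deletions, though with the other 7 deletions as the reference the median was -0.048 in *SPBC2A9.02*Δ, -0.084 in the array labelled *pab1*Δ and -0.042 in the array labelled *sec65*Δ, and at 0.26 in *SPAC27D7.08c*Δ it was no longer higher.

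*fbp1*+, the fructose bisphosphatase gene, was at -2.45 in *SPAC3F10.17*Δ and -2.21 in *meu29*Δ and at 2.34 in *sgf73*Δ, where *ght1*+, a hexose transporter gene, was at 3.15. *fbp1*+ was also at -1.97 in *ash2*Δ and -1.79 in both arrays labelled *pab1*Δ and *sec65*Δ, and at 0.73 and 0.48 in the 1C deletions. With the other 7 deletions as the reference, it was at -0.67 in *SPAC3F10.17*Δ and -0.42 in *meu29*Δ. The median of the glucose repressed and hexose transporter genes was higher in both 1C deletions, at 0.33 in *SPAC27D7.08c*Δ, and lower in *ash2*Δ, *meu29*Δ and the arrays labelled *pab1*Δ and *sec65*Δ, at -0.62 to -0.35, of which *ash2*Δ was no longer lower with the other 7 deletions as the reference, at -0.049. For 38 respiratory chain genes the median was -0.15 to 0.23, highest in *sgf73*Δ, with no member past 2-fold. Of 15 glycolysis genes, 12 had a named probe set, with medians of -0.23 in *SPAC3F10.17*Δ to 0.038 in *ash2*Δ.

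Among stress genes, *ish1*+ was at -2.84, *ctt1*+, the catalase gene, at -2.21 and *atf1*+, a transcription factor gene of the stress response, at -1.70 in *meu29*Δ, and 10 of 17 stress response genes were at least 2-fold lower there. The median of this list was lower in 6 deletions, from -1.03 in *meu29*Δ to -0.099 in the array labelled *pab1*Δ, but above 0 with the other 7 deletions as the reference in *SPBC2A9.02*Δ and the arrays labelled *pab1*Δ and *sec65*Δ. Of 14 chaperone genes, 11 had a named probe set, with a median of 0.51 in *sgf73*Δ and -0.16 to 0.022 in the other 7. For 17 proteasome genes the median was -0.021 to 0.13.

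*str3*+, a siderophore transporter gene, was at 3.59 in *SPBC2A9.02*Δ and 1.69 in *SPAC27D7.08c*Δ, whereas *fip1*+, an iron permease gene, was at -3.85 in *sgf73*Δ and -2.30 in *ash2*Δ, and *str1*+ was at -2.96 in *ash2*Δ. The 15 iron and copper genes had medians of -0.53 in *sgf73*Δ to 0.20 in *SPBC2A9.02*Δ, lower in 6 deletions, of which the array labelled *sec65*Δ had 0.16 with the other 7 deletions as the reference, while *SPAC3F10.17*Δ, *sgf73*Δ and the array labelled *pab1*Δ, at -0.10, -0.10 and -0.033, were no longer lower. Only 3 of 6 phosphate genes had a named probe set, with medians of -0.65 in *SPAC27D7.08c*Δ to 0.61 in the array labelled *pab1*Δ. One of these probe sets carries the symbol *pho1* in the array annotation, while its Entrez ID now belongs to the noncoding RNA *nc-pho1*.

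All 10 histone genes lay within 2-fold of WT, with a median of 0.15 to 0.39, higher in all 8 deletions; with the other 7 deletions as the reference it was below 0 in *SPAC3F10.17*Δ, *ash2*Δ, *SPAC27D7.08c*Δ and *meu29*Δ, and no longer higher in *sgf73*Δ and the array labelled *sec65*Δ, at 0.030 and 0.040. The median of 27 ribosome biogenesis genes ran from -0.31 in *SPAC27D7.08c*Δ to 0.49 in *meu29*Δ. For 119 ribosomal protein genes it was -0.088 to 0.079, and the sign in *SPAC3F10.17*Δ and *ash2*Δ was opposite after median scaling. Medians were -0.12 to 0.23 for 10 purine synthesis genes and -0.11 to 0.088 for 20 SAGA and Set1 complex genes. They were -0.20 to 0.11 for 17 cell wall genes and -0.099 to 0.35 for 13 secretory pathway and SRP genes. The 9 subtelomeric genes were higher in the 1C deletions, with medians of 0.69 in *SPAC27D7.08c*Δ and 0.50 in *SPBC2A9.02*Δ, and lay between -0.19 and 0.11 in the others. Tf2 retrotransposon genes had 0 named probe sets and were not analysed here.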
